# Expression Profile of Long Noncoding RNAs and Circular RNAs in Mouse C3H10T1/2 Mesenchymal Stem Cells Undergoing Myogenic and Cardiomyogenic Differentiation

**DOI:** 10.1155/2021/8882264

**Published:** 2021-04-30

**Authors:** Mingshan Li, Zijie Pei, Hongtao Zhang, Jing Qu

## Abstract

**Background:**

Currently, a heterogeneous category of noncoding RNAs (ncRNA) that directly regulate the expression or function of protein-coding genes is shown to have an effect on the fate decision of stem cells. However, the detailed regulatory roles of ncRNAs in myogenic and cardiomyogenic differentiation of mouse C3H10T1/2 mesenchymal stem cells (MSCs) are far from clear.

**Methods:**

In this study, 5-azacytidine- (5-AZA-) treated C3H10T1/2 cells were differentiated into myocyte-like and cardiomyocyte-like cells. Next, ncRNA associated with myogenic and cardiomyogenic differentiation was identified using high-throughput RNA sequencing (RNA-seq) data. Bioinformatics analysis was conducted to identify the differentially expressed ncRNAs and the related signaling pathways.

**Results:**

Myotube-like structure was formed after 5-AZA treatment of C3H10T1/2 cells. In addition, myogenic and cardiomyogenic differentiation-related genes like *GATA4*, *cTnt*, *MyoD*, and *Desmin* were upregulated significantly after the 5-AZA treatment. Totally, 1538 differentially expressed lncRNAs and 3398 differentially expressed mRNAs were identified, including 1175 upregulated and 363 downregulated lncRNAs and 2429 upregulated and 969 downregulated mRNAs. In addition, 46 differentially expressed circRNAs were identified, including 25 upregulated and 21 downregulated circRNAs. Moreover, the differentially expressed mRNAs were enriched into 5 significant pathways, including those for focal adhesion, ECM-receptor interaction, PI3K-AKT signaling pathway, PPAR signaling pathway, and Tyrosine metabolism.

**Conclusions:**

A systematic view of the expression of ncRNAs in myogenic and cardiomyogenic differentiation of MSCs was provided in the study.

## 1. Introduction

Mesenchymal stem cells (MSCs) are a kind of pluripotent stem cells, which are now frequently used in regenerative medicine research, capable of self-renewal and differentiation into other cell lineages, such as myoblasts [1], adipocytes, chondrocytes, osteoblasts [2], and possess several specific features, which make them important candidates for future regenerative therapies. Accumulating studies have shown that transplantation of MSCs with myogenic potential could regenerate skeletal muscle where they engrafted in mouse models of acute and chronic muscle association injury [3]. In addition, in both ischemic and nonischemic cardiomyopathy, MSCs have the potential to improve cardiac function and reduce infarct size [4, 5]. Many studies have used MSCs for the identification of involved mechanisms, drug screening [6], and gene correction studies. The rationale of stem cell transplantation is to repair the damaged tissue by implanting cardiomyogenic cells or genes, with the expectation that the transplanted cells will contribute to generate new myocardial tissue. However, many challenges must be addressed for stem cell-based therapy, including increasing differentiation efficiency, improving cell retention and survival, and reducing immune rejection.

Many agents such as cytokines, growth factors, and small molecules have so far been applied to induce stem cells into myocytes [7]. It is of great significance to find a method to achieve a high differentiation rate and low cytotoxicity for stem cell therapy. 5-Azacytidine (5-AZA), a demethylation pharmaceutical, has the ability to induce MSCs into cardiomyocytes-like and myocytes-like cells [8], while the detailed mechanisms are not cleared yet. It has been reported that the differentiation of MSCs is regulated by a series of signaling cascades. Studies have shown that epigenetic modifications play important roles in MSC differentiation into cardiomyocytes [9]. 5-AZA is thought to be one of the significant inducers, activating some dormant genes by demethylation to induce expression of heart-specific markers, which is consistent with a myocyte lineage. However, the detailed mechanism underlying this process is unclear.

Myogenic and specification and differentiation of the heart are complex biological processes determined by the activities of gene regulatory networks. At the molecular level, emerging studies have confirmed the role of long noncoding RNAs (lncRNAs) in controlling major biological processes that affect stem cell differentiation and development [10, 11]. For instance, it was shown that lncRNA *Fendrr* and Braveheart (*Bvht*) is essential for proper fate control of lateral mesoderm derivatives [12]. lncRNA *Fendrr* play regulatory roles binds both TrxG/MLL complexes and the polycomb repressive complex 2 (PRC2), while *Bvht* interacts with SUZ12 during cardiomyocyte differentiation in the mouse. In another study, lncRNA *CARMEN* was shown to interact with SUZ12 and EZH2, two components of PRC2, and act as upstream of the mesoderm-specifying gene regulatory network [13]. lncRNAs can act as a signal, guide, or scaffold for chromatin and regulate epigenetic gene expression by interacting with chromatin modification or remodeling factors [14]. Circular RNAs (circRNAs) are one class of noncoding RNAs widely found in animal cells. circRNAs could mediate the activity of microRNAs (miRNAs) through binding and functioning. More and more evidence has shown that circRNAs are often expressed abnormally under different physiological and pathological conditions and may contribute to stem cell differentiation and development through miRNAs [15, 16].

To promote muscle regeneration, it is important to improve our understanding of signaling pathways and molecular regulatory circuits such as ncRNAs that control the differentiation of stem cells to the muscle and cardiac lineage. The C3H10T1/2 cell line isolated from C3H mouse embryos has several characteristics, which were similar to MSCs. Previous studies have shown that a low concentration of DNA methylation inhibitor 5-AZA can convert C3H10T1/2 cells into skeletal muscles, adipocytes, and chondrocytes [17]. Due to the availability of C3H10T1/2 cells in vitro, the myoblast differentiation process is a useful system for studying the biological functions of ncRNAs. In this study, the expression profiles of ncRNAs during myogenic and cardiomyogenic differentiation of MSCs were identified and characterized to take the advantage of high-throughput RNA-sequencing (RNA-Seq). Our findings may potentially lead to the development of more effective therapeutic methods to muscle-related diseases such as Duchenne muscular dystrophy and heart diseases.

## 2. Materials and Methods

### 2.1. Differentiation of C3H10T1/2

C3H10T1/2 mouse multipotent mesenchymal progenitor cells were obtained from the Cell Bank of China Science Academy (Shanghai, China). Briefly, C3H10T1/2 was cultured in Dulbecco's Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 2 mM L-glutamine, 100 U/ml penicillin, and 100 *μ*g of streptomycin (1% Pen/Strep) at 37°C in 5% CO_2_. Cells were seeded in six-well plates at a density of 5,000 cells/ml 24 hours prior to inducing myogenic and cardiomyogenic differentiation. Then, the cells were incubated with 5-AZA (Sigma-Aldrich) at 10, 20, and 30 *μ*mol/L, respectively, and incubated for 24, 48, and 72 hours. Then, the cells were replaced with fresh growth media and incubated in a CO_2_ incubator for another 7-21 days. The medium was replaced in every 2-3 days, and morphological changes of the cells were observed at the same time. Reagent concentration and induction time point are shown in Figure 1.

### 2.2. RNA Preparation and Gene Expression Analysis

Total RNA was extracted from untreated and 5-AZA treated C3H10T1/2 cell samples (20 *μ*mol/L) by using TRIzol (Invitrogen Life Technologies, Carlsbad, CA, USA) according to the manufacturer's instructions. cDNA was prepared using a cDNA synthesis kit (Promega, Madison, WI, USA). Quantitative real-time PCR (qRT-PCR) analysis of mRNA expression was performed as described previously with normalization to GAPDH (glyceraldehyde-3-phosphate dehydrogenase) and carried out with SYBR supermix (Takara, Shiga, Japan). The primers used for gene amplification are shown in Table 1. On days 7, 14, and 21, cardiomyocyte-specific markers (*GATA-4*, *cTnt*, *α-MHC*, *Nkx2.5*, and *MEF2c*) and myogenic-specific markers (*MyoD*, *Myogenin*, and *Desmin*) of the untreated and 5-AZA treated C3H10T1/2 cells were identified by qPCR. The expression of each mRNA relative to GAPDH was calculated based on the threshold cycle (CT) as *r* = 2 − Δ(ΔCT).

### 2.3. RNA Sequencing

RNA was extracted from two untreated and two 20 *μ*mol/L 5-AZA treated C3H10T1/2 cell samples by using TRIzol. RNA from each sample (C3h10_1 and C3h10_2, untreated; C3h10_101 and C3h10_102, 20 *μ*M 5-AZA 5-AZA treated) was quantified and qualified by Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) and NanoDrop (Thermo Fisher Scientific Inc.). RNA integrity for each sample was assessed using standard denaturing agarose gel electrophoresis. 1 *μ*g total RNA of each sample with RIN value above 7 was used for library preparation. Libraries with different experimental groups were multiplexed and loaded on an Illumina HiSeq instrument according to the manufacturer's instructions (Illumina, San Diego, CA, USA). The sequences were processed and analyzed by GENEWIZ.

### 2.4. qRT-PCR Test RNA-Seq

We selected 8 lncRNAs and 3 circRNAs differentially expressed by RNA-seq (8 lncRNAs, 5 upregulated, 3 downregulated, 3 circRNAs, 2 upregulated, and 1 downregulated) for qRT-PCR verification. Total RNA was extracted from untreated and 5-AZA-treated C3H10T1/2 cell samples (20 *μ*mol/L) by using TRIzol (Invitrogen Life Technologies, Carlsbad, CA, USA) according to the manufacturer's instructions. cDNA was prepared by cDNA synthesis kit (RevertAid First Strand cDNA Synthesis Kit, Thermo Scientific, China). lncRNA and circRNA expressions were analyzed using Roche (Roche LightCycler96) qRT-PCR, as previously described, standardized with GAPDH (glyceraldehyde-3-phosphate dehydrogenase), and performed with SYBR Green I (RiboBio, Guangzhou, China). The expression of each mRNA relative to GAPDH was calculated based on the threshold cycle (CT) as *r* = 2 − Δ(ΔCT). The primers for the experimental design are shown in Table 2.

### 2.5. Immunocytochemistry

The day before the experiment, the disinfected small round glass slides were put into a 12-well plate and coated with gelatin. The gelatin was removed after the coating and dried. Cells were transferred to a 12-well plate at a suitable density and cultured overnight. The cells were fixed with 4% buffered paraformaldehyde (PFA, Solarbio, Beijing, China) for 1 h. After removing the fixed solution, the cells were washed with PBS. 0.1% Triton X-100 (BioFroxx, Germany) and were used to make the cell membrane permeable. The samples were sealed in PBS with 1% Bull Serum Album (BSA, Solarbio, Beijing, China) for 60 min, and Desmin Ab-AF5334, TNNT2 Ab-DF6261, MyoD1 Ab-AF7733, and GATA4 Ab-AF5245 were diluted into 1% BSA at 1 : 100 and treated overnight at 4°C. After removing the primary antibody, the cells were washed twice with PBS. The cells were incubated with the secondary antibodies (Alexa Fluor® 488 AffiniPure Goat Anti-Rabbit IgG (H + L), Yeasen, Shanghai, China) for 2 h and then incubated with Hoechst 33342 (C1025, Beyotime, China) for 5 min. Between each step, the cells were carefully washed with PBS 3 times. For quantification, a fluorescence microscope (Leica DMi8, Leica Microsystems Heidelberg GmbH, Germany) was used to capture at least 8 nonoverlapping images of each marker. Cells positive for secondary antibody staining were counted as a percentage of the total cell count. The Colocalization_Finder plug-in of ImageJ (National Institutes of Health, Bethesda, MD, USA) was used to analyze the positive rate of cells. Each experiment was repeated more than five times. Data are expressed as mean ± SEM deviation.

### 2.6. Bioinformatics Analysis

Data were treated with Trimmomatic (v0.30) to remove technical sequences and to obtain high quality clean data. DESeq Bioconductor package was used to perform differential expression analysis. The *P* value of genes was set to <0.05 and adjusted by Benjamini and Hochberg's approach for controlling the error discovery rate. Gene Ontology (GO) terms and KEGG (Kyoto Encyclopedia of Genes and Genomes) analyses were used to annotate a rich list of genes and the related signaling pathways. We also performed GSEA analysis on differential expression genes to further explore the pathway of the target gene enrichment. CPC (coding potential calculator) was used to do protein-coding potential prediction. lncRNA-mRNA coexpression network analysis was formed by software Cytoscape. The differentially expressed circRNAs were detected by using negative binomial distribution test based on DESeq software package. By analysing the circRNAs with genetic elements, the distribution of circRNAs in the genome was investigated. Bioinformatics analysis was carried out by Oebiotech.

## 3. Results

### 3.1. Morphology and Characterization of Mouse Mesenchymal Stem Cells and 5-AZA Treatment Increased Myodifferentiation and Cardiomyocyte Differentiation

C3H10T1/2 mouse MSCs (Figure 2(a)) were cultured in six-well plates and treated with 5-AZA at 10, 20, and 30 *μ*M, incubated for 24 hours, respectively. The morphology of cells was changed dramatically after 7-8 days of culture. As shown in Figure 2(b), cube-like C3H10T1/2 cells were stretched into the spindle-like cells, displayed in the same direction, and arranged in parallel with higher refraction. Notably, myotube-like structure appeared gradually on these spindle-like cells following another 14 days culture. Basically, around 20-30% of the field-initiated myotube-like structure, a characteristic of mature myocytes following 21 days of 5-AZA treatment (Figures 2(c) and 2(d)).

To determine the efficiency of each 5-AZA concentration for myogenic induction, we compare the percentage of myotube-like structure and dead cell areas in each 5-AZA treatment group. Using 30 *μ*M 5-AZA treatment did not result in the highest induction efficiency, whereas this concentration results in a large amount of cell death. 10 or 20 *μ*M 5-AZA could induce morphology change and myotube-like structure effectively too. So, there is no direct correlation between the percentage of myotube-like structure and the concentration of 5-AZA. In addition, we notice that timeline is a very important thing for the 5-AZA induction process, cells always displayed morphology change after one week and myotube-like structure appeared after three to four week's culture. Alternatively, the cells were treated with 5-AZA for another 72 hours, which could improve the induction efficiency and this percentage approached 60-70% following 21 days of 5-AZA treatment.

To further evaluate the proliferation and growth characteristics of myotube-like cell structure, we picked myotube-like cells by using the tool of cell ring, subcloned, and cultured these cells for another two weeks. We found that these cells still have abilities to form myotube-like cells (Figures 2(e) and 2(f)), indicating that these cells have relatively stable differentiation status and limited proliferation abilities. However, spontaneous contractions are not appearing during all the culture processes.

qRT-PCR was conducted to detect the mRNAs expression level of specific myogenic and cardiomyogenic markers including *MyoD*, *Myogenin*, *Desmin*, *α-MHC*, *GATA-4*, *cTnt*, *Nkx2.5*, and *MEF2c*. The relative expression level of cardiomyogenic and myogenic marker genes was determined at 0, 7, and 21 days after 5-AZA treatment, respectively. As shown in Figure 2, the expression of *GATA-4* (^∗∗^*P* < 0.01), *cTnt* (^∗∗^*P* < 0.01), *MyoD* (^∗^*P* < 0.05), and *Desmin* (^∗^*P* < 0.05) were increased considerably in 5-AZA inducing groups, suggesting that 5-AZA plays important regulatory roles in MSCs differentiation into cardiomyocytes and myocytes. However, the expression level of *MEF2C*, *NKX-2.5*, *Myogenin*, and *α-MHC* was shown decreased or without changes (Figure 2 down).

To determine the effect of 5-AZA on C3H10T1/2 morphology and characterization differentiation, we performed MSC differentiation and immunocytochemistry experiments. After inducing myocyte differentiation and cardiomyocyte differentiation, the cells were stained with myogenic and cardio-myogenic differentiation-related markers *Desmin*, *GATA4*, *MyoD1*, and *TNNT2*, and the percentage of myocytes and cardiomyocytes in the differentiated cells was determined. The results showed that cardiogenic and myogenic specific markers *Desmin*, *GATA4*, *MyoD1*, and *TNNT2* were significantly upregulated after 5-AZA induction (Figure 3). Compared with the control group, the positive rate of *Desmin* was 64.2% ± 4.8% (^∗∗^*P* < 0.01), *GATA4* was 76.8% ± 5.6% (^∗∗^*P* < 0.01), *MyoD1* was 75.1% ± 4.3% (^∗^*P* < 0.05), and *TNNT2* was 76.6% ± 3.0% (^∗∗∗^*P* < 0.001) were shown upregulate expression significantly (data not shown). FITC (+)/Hoechst 33342 (+) quantitative analysis results were shown that the differentiation promoted the myogenic and cardiomyogenic differentiation greatly.

### 3.2. Identification of Differential Expression Profiles of mRNA-lncRNAs between Undifferentiated and Differentiated MSCs

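C3H10T1/2 is a mouse mesenchymal stem cell line, and 5-AZA (5-azacytidine) is a cytidine analogue that enters nucleic acids and lowers DNA methylation. Total RNA depleted of ribosomal RNA was sequenced with a stranded protocol from 2 untreated samples, replicates 1 and 2, and from 2 samples given 20 μM 5-AZA, replicates 101 and 102. The 5-AZA samples are listed with 72 hours of exposure followed by 21 days in fresh medium, and the paper's methods give several exposure times. No culture time is listed for the untreated samples. The authors trimmed the reads, aligned them, assembled transcripts and deposited FPKM values (fragments scaled to the length of the transcript in kilobases and to the sequenced fragments) for each mRNA and lncRNA transcript, and RPM values (back-spliced junction reads scaled to the total reads) for each circRNA. The aligner, the quantifier and the genome build are not named in the paper's text. The mRNA values cover 75959 RefSeq transcripts of 21878 genes, the lncRNA values 131850 transcripts and the circRNA values 4295 circRNAs. Values of at least 1 FPKM were held by 17391 and 16934 mRNA transcripts in the untreated replicates and by 17560 and 18258 in 5-AZA replicates 101 and 102. FPKM keeps no read counts, so the depth behind a single mRNA or lncRNA value is unknown. The RPM values are whole multiples of a step that differs between samples, and these steps correspond to 92975678 and 93426482 reads in the untreated replicates and 92903364 and 93920706 reads in the 5-AZA replicates. From there, limma was fitted to log2(FPKM + 0.1) of features with a mean of at least 0.1 FPKM over the 4 samples, with Benjamini-Hochberg adjustment, and a feature was called where its adjusted p-value was below 0.05 and its change over 2-fold. Fold changes on this scale understate the change of low features.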

Briefly, an overview of the genome-wide analysis of mRNA-lncRNA-circRNA study design is illustrated in Figures 4(a) and 4(b). To verify the correlation between the two biological repeats for each sample, we performed correlation coefficient analysis. As shown in Figure 4(c), there is a high correlation index 0.9937 between the two untreated groups: C3h10_1 and C3h10_2. 

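Across the 75959 mRNA transcripts, Pearson's r between untreated replicates 1 and 2 was 0.994 on the FPKM values as deposited. It was 0.977 on log2(FPKM + 1) and 0.954 on log2(FPKM + 0.1). Transcripts are not independent replicates, so no p-value is given.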

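The 5-AZA replicates 101 and 102 had an r of 0.995 on the deposited mRNA values, and the 4 pairs of an untreated and a 5-AZA sample had values from 0.950 to 0.968. On log2 values of the 35557 transcripts that passed the limit on low values, r was 0.915 within the untreated pair, 0.903 within the 5-AZA pair and 0.847 to 0.856 between the groups. For the lncRNAs, r on deposited values was 0.962 in the untreated pair and 0.559 in the 5-AZA pair. NONMMUT020725.2, a transcript of 304 bases on chromosome 14, was listed at 49964 FPKM in 5-AZA replicate 102 and at 3671, 3994 and 3562 FPKM in the other samples. Without this transcript r of the 5-AZA pair was 0.964. For the circRNAs, r on deposited values was 0.961 in the untreated pair, 0.941 in the 5-AZA pair and 0.894 to 0.910 between the groups. On log2 values of the 1360 circRNAs detected in at least 2 samples, these were 0.544, 0.538 and 0.471 to 0.492. On log2 values of all 4295 circRNAs they were 0.425, 0.475 and 0.420 to 0.427. The level of r and the gap between the groups thus depended on the scale.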

For the two 20 *μ*M 5-AZA-treated group: C3h10_101 and C3h10_102, the correlation index is 0.995. These data indicate a positive correlation between the two biological repeats for 5-AZA treated and untreated cells, respectively.

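Of 35557 mRNA transcripts tested, 745 were called higher and 93 lower after 5-AZA at an adjusted p-value below 0.05, and 807 of these 838 were more than 2-fold apart with each sample left out in turn. Without the adjustment, 2876 transcripts were higher and 1023 lower. This split depended on the scaling, with 2480 and 1407 after centring on each sample's median and 2355 and 1496 after quantile normalization. Without the limit on low values, 66285 transcripts were tested and 0 passed (2877 higher and 914 lower at an unadjusted p-value below 0.05). When the transcripts of a gene were summed, an alternative chosen after seeing the data, 1724 of 13199 genes were called higher and 174 lower. The largest rises, among calls whose samples did not overlap between the groups, were in transcripts of genes for fast muscle myosin light chains and troponin. NM_016754.5 of Mylpf rose from 0.263 ± 0.182 to 434 ± 116 FPKM (SD, n = 2 in each group), a log2 fold change of 10.29 (standard error 0.39, adjusted p = 0.00109, limma). NM_001113387.1 of Myl1 rose by 10.01 (standard error 0.68, adjusted p = 0.00418, limma), and NM_009405.2 of Tnni2 rose from 1.97e-04 to 74.1 FPKM with a log2 fold change of 9.49 (adjusted p = 0.00109, limma). The largest falls were in predicted transcripts of genes that express several. XM_006528337.2 of Yipf6 fell by 5.91 on the log2 scale (adjusted p = 0.00627, limma), while the sum over the 4 transcripts of Yipf6 fell by 0.43. XM_017312269.1 of Nsmce1 fell by 5.51 (adjusted p = 0.00969, limma) and XM_006535655.3 of Slc4a2 by 5.01 (adjusted p = 0.0116, limma), while the sums over all transcripts of these genes changed by 0.05 and -0.30. The authors' quantification can divide reads differently among transcripts that share exons.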

By calculating the RFPKM values and comparing the sequences, we screened 3398 differentially expressed mRNAs, including 2429 upregulated and 969 downregulated mRNAs, according to the criteria of false discovery rate (FDR) < 0.05 and ∣logFC | >1 (Figure 5(a)). Meanwhile, differential gene expression profiling was identified by hierarchical clustering analysis, confirming that undifferentiated and differentiated stem cells exhibited dramatically differentially expressed gene profile (Figure 5(b)).

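By gene, the 20 skeletal muscle genes of a list written before the data were examined held none at 1 FPKM or more in the untreated samples and 16 in the 5-AZA samples. All 18 that passed the limit on low values were called higher, both over all genes tested and adjusted over the list alone, with a median log2 fold change of 7.46. Acta1 rose from 0.290 ± 0.111 to 247 ± 91.7 FPKM (SD, n = 2), a log2 fold change of 9.29 (standard error 0.27, adjusted p = 2.23e-07, limma). Of 18 cardiac genes, 11 stayed below 0.1 FPKM in every sample and 7 were tested, with a median of 2.16 and 4 called higher. Quantile normalization took this median to 0.91. Myl4 rose to 226 FPKM, and Nppa, Nppb, Myl7, Tbx5, Hand2 and Kcnj3 were listed at 0 in all 4 samples. Of 20 proliferation genes, 18 were lower and 2 higher, 0 were called, and the median log2 fold change was -0.20, or -0.05 without untreated replicate 1. As a set they were lower with camera (adjusted p = 0.00117, and 0.0217 after quantile normalization) but not with fry (adjusted p = 0.389).

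**Figure D1:**
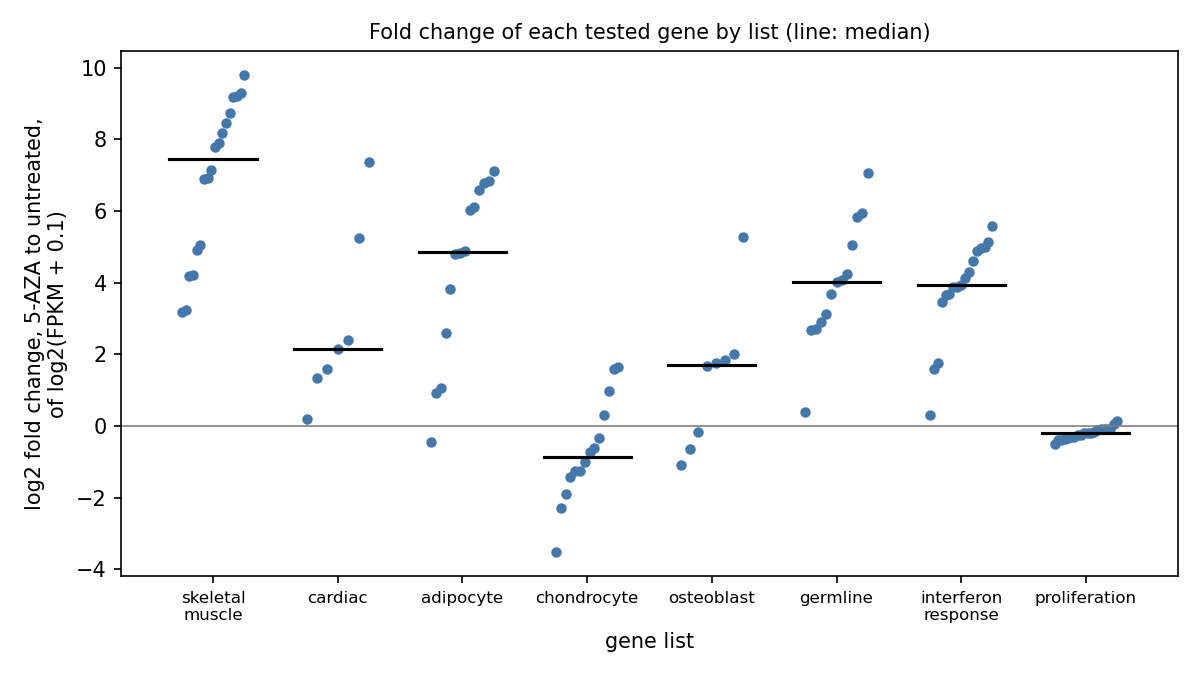
Log2 fold change (5-AZA to untreated, of log2(FPKM + 0.1)) of each tested gene, by gene list on the horizontal axis. Each point is a gene and each line the median of its list, from 7.46 for skeletal muscle to -0.86 for chondrocyte genes.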

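Of 24075 lncRNAs tested, 237 were called higher and 37 lower after 5-AZA (adjusted p-value below 0.05, limma), 274 in all, and each of these was more than 2-fold apart with each sample left out in turn. The median log2 fold change over the lncRNAs tested was -0.23 before any further scaling, and changes are relative to a set that shifted by this much. NONMMUT124510.1 on chromosome 6 rose from almost 0 in both untreated samples to 139 and 268 FPKM, and NONMMUT023954.2 on chromosome 15 from 0.0025 to 106 FPKM (adjusted p = 0.00462 for each, limma). NONMMUT035535.2 on chromosome 2 fell by 8.43 on the log2 scale, from 2516 ± 434 to 8.94 ± 7.63 FPKM (SD, n = 2, adjusted p = 0.0251, limma), and NONMMUT023197.2 on chromosome 15 fell by 7.98 (adjusted p = 0.00482, limma). The files do not pair these identifiers with gene names.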

Using the same sequencing profiling with lncRNAs, we found 1538 differentially expressed lncRNAs, suggesting different kinds of lncRNAs expression were caused by myogenic and cardiogenic differentiation (Figure 5(c)). In addition, 1175 and 363 lncRNAs were identified significantly up- and downregulated, respectively (FDR ≤ 0.05, fold change ≥ 2) (Figure 5(d)). 

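Without the adjustment for multiple tests, 1186 lncRNAs were higher and 1323 lower, so 47.3% were higher, against 86.5% of the calls at an adjusted p-value below 0.05. This split depended on the scaling, with 1410 higher and 883 lower at an unadjusted p-value after centring on each sample's median and 1343 and 1022 after quantile normalization. Without the limit on low values, 0 of 64610 lncRNAs passed, with 1074 higher and 1117 lower at an unadjusted p-value below 0.05. At an adjusted p-value below 0.05, centring gave 258 and 34 and quantile normalization 256 and 55.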

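The files give the class of each lncRNA. Of the 274 called here, 127 were intergenic transcripts of the NONCODE collection (Linc), 18 antisense, 15 sense without exon overlap and 5 exonic, and 101 carried no class. A further 4 newly assembled intergenic and 4 newly assembled sense-overlapping transcripts were called. The share of intergenic NONCODE transcripts was 46.4% among the calls and 50.5% among the lncRNAs tested.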

The differential lncRNAs found in this study were classified into: (i) sense, (ii) antisense, (iii) bidirectional, (iv) intronic, and (v) intergenic (Figure 5(e)).

### 3.3. Functional Annotation and Pathway Analysis of Differential mRNA

To understand the related biological processes, we performed Genetic Ontology (GO) and Kyoto Encyclopedia of Genes and Genomics (KEGG) pathway analysis. GO and KEGG enrichment analysis showed that there are significantly more genes are related to cardiac muscle differentiation (*P* ≤ 0.00). 

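Each gene's GO and KEGG terms are listed beside its mRNA values, so enrichment was tested with a one-sided Fisher's exact test of genes with a transcript called higher against tested genes, each limited to those with an annotation (633 of 12596 genes for GO and 294 of 4848 for KEGG). After Benjamini-Hochberg adjustment, 165 of 5477 GO terms and 17 of 308 KEGG pathways were below 0.05. Extracellular space held 121 of the called genes from 701 tested, and muscle contraction 23 from 44. The pathway Cardiac muscle contraction held 15 of 51 genes (adjusted p = 5.21e-05).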

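Among GO terms for parts of the sarcomere, the Z disc held 29 genes called higher of 89 tested (6.48 times the share by chance, adjusted p = 2.05e-13, one-sided Fisher's exact test over all terms). The striated muscle thin filament held 12 of 19 (adjusted p = 3.90e-09), the troponin complex 7 of 8 (adjusted p = 1.17e-06) and muscle alpha-actinin binding 5 of 13 (adjusted p = 0.0159). Heart growth and striated muscle cell development each held 1 gene, Ttn, and regulation of the force of skeletal muscle contraction held 2, Actn3 and Myh7. These genes were called higher, but the terms fell short of the 5 genes required for a test.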

GO analysis revealed abundantly expressed mRNAs involved in upregulated GO function, including heart growth, striated muscle cell development, regulation of the force of skeletal muscle contraction, striated muscle thin filament, Z disc, troponin complex, and muscle alpha-actinin binding and *ect* (Figure 6(a)). Pathway analysis showed that mRNA expression was involved in significantly upregulated pathways, including those for focal adhesion, ECM-receptor interaction, PI3K-AKT signaling pathway, PPAR signaling pathway, and tyrosine metabolism (Figure 6(b)).

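PPAR signaling pathway held 12 genes called higher of 52 tested (adjusted p = 0.00332), among them Adipoq, Fabp4, Lpl and Plin1. Tyrosine metabolism held 5 of 23 (adjusted p = 0.107), focal adhesion 13 of 167 (adjusted p = 0.892), ECM-receptor interaction 5 of 63 and PI3K-Akt signaling pathway 15 of 254 (adjusted p = 1 for both). Tyrosine metabolism passed with genes called at an unadjusted p-value (adjusted p = 0.00135). With transcripts summed per gene, an alternative chosen after seeing the data, ECM-receptor interaction (adjusted p = 0.0103) and tyrosine metabolism (adjusted p = 0.0213) passed as well.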

### 3.4. Identification of Differentially Expressed circRNAs on Myogenic and Cardiomyogenic Differentiation of MSCs and Analysis of circRNA-Targeted Differentially Expressed Genes

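The circRNA values correspond to 13282 and 13388 back-spliced junction reads in untreated replicates 1 and 2, and to 10905 and 10448 in 5-AZA replicates 101 and 102. All values came out as whole reads, and the fewest reads listed for a circRNA in a sample was 2. A circRNA with fewer reads is therefore listed at 0. Detected circRNAs numbered 1813 and 1851 in the untreated replicates and 1567 and 1539 in the 5-AZA replicates. Of the 4295 circRNAs, 51.9% carry a circBase identifier and 2067 do not. Those without one were seen in fewer samples, since 1836 of them were detected in 1 sample only, and their median was 3 reads over the 4 samples, against 6 reads for those in circBase. By type, 3842 (89.5%) were sense-overlapping and 227 exonic.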

High-throughput sequencing technology was used to detect the expression profile of circRNAs, and a total of 2228 circRNAs were identified (Figure 7(a)) when compared with the known database circBase (http://www.circbase.org/). In addition, we found that a total of 46 circRNAs were differentially expressed, among which 25 and 21 lncRNAs were identified significantly up- and downregulated, respectively (**FDR** ≤ 0.05, **fold** **change** ≥ 2) (Figure 7(b)). Moreover, differential circRNA expression profiling was identified by hierarchical clustering analysis, confirming that undifferentiated and differentiated stem cells exhibited dramatically differentially expressed circRNAs profile (Figure 7(c)).

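Of the 1360 circRNAs detected in at least 2 samples, 0 passed an adjusted p-value below 0.05 with limma on log2(RPM + 0.0213), while 89 were higher and 142 lower at an unadjusted p-value below 0.05. The smallest adjusted p-value was 0.119. Among the 381 circRNAs detected in all 4 samples, 1 was called higher and 7 lower. Over every circRNA detected in any sample, 2 were called higher and 1 lower. The higher ones were circRNA_0241 of Ifi202b, with 44 and 52 reads in the untreated and 234 and 194 reads in the 5-AZA replicates, and circRNA_1301 of Gm6904, with 0 and 0 against 42 and 39 reads. The lower one was circRNA_0856 of Arhgap5, with 201 and 225 against 58 and 85 reads. limma's voom on the recovered reads, chosen after seeing the data, called 0 (94 higher and 146 lower at an unadjusted p-value below 0.05). An exact binomial test on the reads summed by group, also chosen after seeing the data, called 78 higher and 163 lower. It counts reads of these libraries and takes no account of the spread between replicates.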

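All 46 circRNAs of the heat map changed in the direction of their cluster, 25 higher and 21 lower after 5-AZA, and 44 changed by more than 2-fold on the log2 scale. At an unadjusted p-value below 0.05 there were 38, and after adjustment over the 1360 circRNAs tested 0. In 30 of the 46, the group with the lower level was listed at 0 in both samples, which stands for fewer than 2 junction reads in each. A circRNA of this set had a median of 20.5 reads over the 4 samples, from 12 to 569.

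**Figure D2:**
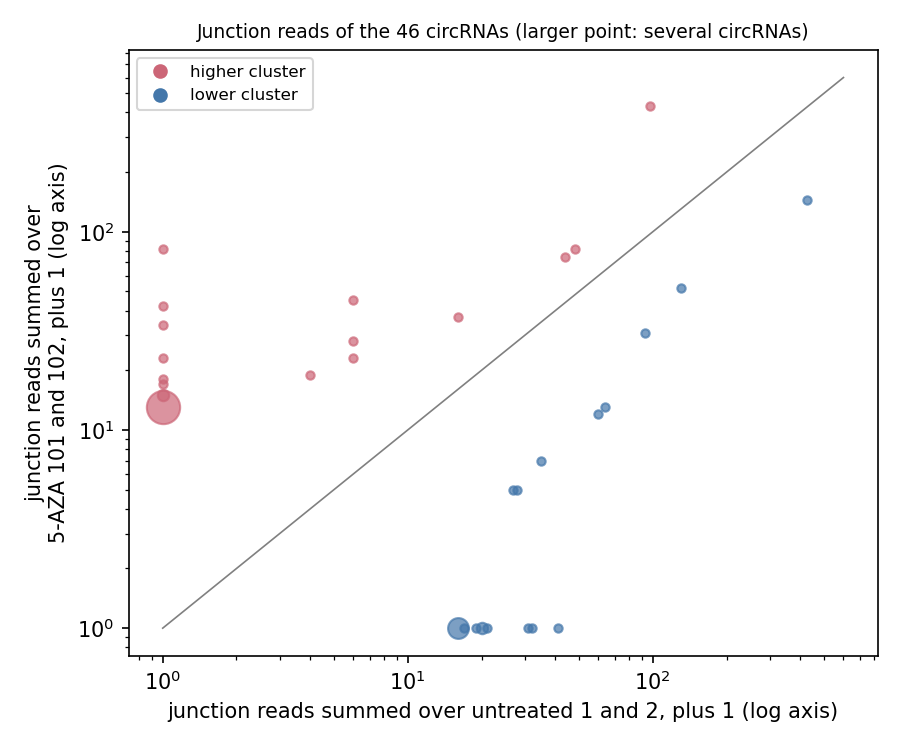
Junction reads of the 46 circRNAs, summed over the untreated samples on the horizontal axis and over the 5-AZA samples on the vertical axis, each plus 1 on a log axis; larger points stand for several circRNAs at the same position. The circRNAs of the higher cluster lie above the line of equal reads and those of the lower cluster below it, and 30 are listed at 0 reads in one group.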

To analy**ze** and predict the putative function of differentially expressed circRNAs on myogenic differentiation of MSCs, GO categories and KEGG pathway analyses were performed on the circRNA-host genes (Figures 8(a) and 8(b)). We analyzed the upregulated target mRNAs of circRNA-targeted differentially expressed genes to determine their differences in molecular function. The target mRNAs were found to play vital roles in biological regulation, catalytic activity, developmental process, and metabolic process including cellular response to interferon-beta, proteinaceous extracellular matrix, and cadherin binding. In addition, upregulated KEGG pathways of circRNA-targeted differentially expressed genes were found to participate mainly in **f**ocal adhesion and **a**utophagy.

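The 25 circRNAs of the higher cluster have 24 host genes, which were compared with the 895 host genes of tested circRNAs that carry a GO annotation. Cellular response to interferon-beta held 3 of them, Gbp6, Ifi202b and Ifit3, from 4 in the background (one-sided Fisher's exact test, p = 6.68e-05). Both the list and the term come from the paper's own analysis of these data, so this p-value is no independent support. With circRNAs detected in at least 2 samples, none of these 3 genes' circRNAs was called (adjusted p = 0.351, 0.119 and 0.213 in the order named, limma). The circRNA of Ifit3 is listed as antisense. The term held the same 3 with the host genes of all 46 circRNAs (exact p = 4.30e-04). It held 2 with those of circRNAs higher at an unadjusted p-value (exact p = 0.0451), and both settings were chosen after seeing the data. With 4 genes this term was below the 5 required for the adjustment over 628 GO terms. Proteinaceous extracellular matrix held 1 of 8 (Abi3bp, exact p = 0.196) and cadherin binding 1 of 35 (Sh3glb1, exact p = 0.621), and both had an adjusted p of 1. With the host genes of all 46 circRNAs, chosen after seeing the data, the values were 3 of 8 (exact p = 0.00523) and 5 of 35 (exact p = 0.0245), and with those of circRNAs higher at an unadjusted p-value 3 of 8 (exact p = 0.0306) and 5 of 35 (exact p = 0.217), again with an adjusted p of 1.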

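Autophagy held 2 of the 9 host genes with a KEGG annotation, Sh3glb1 and Uvrag, from 22 of 347 in the background (one-sided Fisher's exact test, p = 0.105, adjusted p = 1 over 147 pathways). Focal adhesion held 0 of the 9, from 24 in the background. With the host genes of circRNAs higher at an unadjusted p-value, chosen after seeing the data, focal adhesion held 2 of 29 (exact p = 0.617). Autophagy also held 2 of these 29 (exact p = 0.567).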

### 3.5. GSEA Analysis

The GO pathway involved in the whole gene expression level of GSEA was further explored and verified. As shown in the table, 20 significantly enriched pathways were identified (FDR < 0.25, Table 3) including muscle contraction (GO: 0006936), myofibril (GO: 0030016), sarcomere organization (GO: 0045214), and regulation of muscle contraction (GO: 0006937) (*P* < 0.01, FDR < 0.25). Moreover, muscle contraction (GO: 0006936), sarcomere organization (GO: 0045214), myofibril (GO: 0030016), and regulation of muscle contraction (GO: 0006937) were displayed in Figure 9.

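The 20 GO terms of Table 3 were tested with limma's camera at a preset correlation of 0.01 between genes, on values summed per gene. At an adjusted p-value below 0.05, 16 of the 20 passed, all of them higher after 5-AZA, and fry called 19. With a correlation estimated from the data, 0 of the 20 passed and the smallest adjusted p was 0.485. Preranked GSEA (fgsea) gave enrichment scores from 0.620 to 0.937, with all 20 below an adjusted p of 0.25. The paper's scores run from 0.779 to 0.904, and the largest difference was for microtubule-based process. The median gene changed by more than 2-fold in 11 of the 20 terms. Regulation of muscle contraction had a median log2 fold change of 5.13 over 19 genes. Oogenesis, condensed nuclear chromosome, structural constituent of cytoskeleton and microtubule-based process did not pass with camera. Their median log2 fold changes lay between 0.00 and 0.16 and turned negative after quantile normalization, a setting chosen for these sets after seeing the data. With camera under that setting, structural constituent of cytoskeleton passed (adjusted p = 0.0481). Synaptonemal complex, among the 16 above, no longer did (adjusted p = 0.0771).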

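Muscle contraction had 45 genes tested, of which 29 were called higher and 0 lower, with a median log2 fold change of 3.27 (camera adjusted p = 1.50e-13, enrichment score 0.883). Sarcomere organization had 24 of 35 genes called higher and a median of 3.52 (camera adjusted p = 1.71e-11, enrichment score 0.876). In myofibril, 21 of 36 genes were called higher with a median of 2.41, which fell to 1.45 after quantile normalization. From the GSEA the paper concludes that the cells took on characteristics of myoblast differentiation.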

### 3.6. The Selected lncRNAs and circRNAs Were Verified by qRT-PCR

In order to verify the RNA sequencing results of lncRNAs and circRNAs, we selected 8 lncRNAs and 3 circRNAs totally. 

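In the RNA-seq values, 4 of the 8 lncRNAs were called. NONMMUT077900.1 (chromosome 1) rose from 30.1 ± 1.87 to 782 ± 136 FPKM (SD, n = 2), a log2 fold change of 4.69 (standard error 0.20, adjusted p = 0.00588, limma). NONMMUT021401.2 (chromosome 14) rose from 6.37 ± 2.80 to 1525 ± 234 FPKM, a log2 fold change of 7.94 (adjusted p = 0.00649, limma). NONMMUT026407.2 rose by 1.99 (adjusted p = 0.0257, limma). NONMMUT052382.2 rose by 1.86 (adjusted p = 0.0490, limma), and this call was lost with a pseudocount of 1 FPKM, of 0.01 FPKM, with quantile normalization, without the limit on low values and in eBayes without trend. The call of NONMMUT026407.2 was lost under the last 2 of these settings, and without the limit on low values none of the 8 was called. NONMMUT013708.2 rose by 1.33 with a wide spread in both groups, 33.8 and 13.1 FPKM against 76.1 and 37.0 FPKM, and was not called (adjusted p = 0.454, limma).

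**Figure D3:**
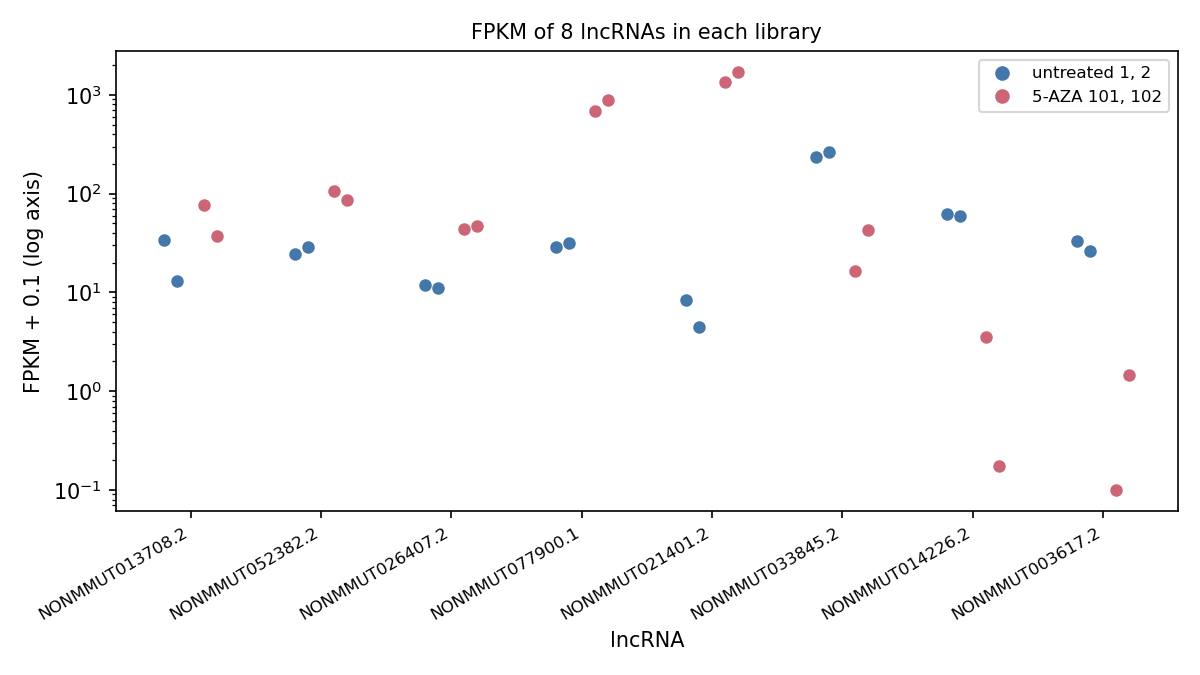
FPKM plus 0.1, on a log axis, of the 8 lncRNAs in each library, with a point for each of the 2 untreated and the 2 5-AZA samples. The 2 5-AZA samples of NONMMUT021401.2 lie at 1359 and 1690 FPKM, and those of NONMMUT014226.2 at 3.48 and 0.0735 FPKM.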

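The 3 lncRNAs that fell, NONMMUT033845.2, NONMMUT014226.2 and NONMMUT003617.2, lay lower in both 5-AZA samples than in either untreated sample, but with a wide spread between the 5-AZA samples. NONMMUT033845.2 (chromosome 19) fell by 3.22 on the log2 scale, from 250 ± 23.2 to 29.8 ± 18.9 FPKM (SD, n = 2, adjusted p = 0.121, limma). NONMMUT014226.2 (chromosome 12) fell by 6.26 (standard error 1.50, adjusted p = 0.251, limma), with 61.8 and 58.7 FPKM in the untreated replicates. NONMMUT003617.2 (chromosome 1) fell by 6.27 (standard error 1.33, adjusted p = 0.210, limma). All 3 passed at an unadjusted p-value (0.00231, 0.0119 and 0.00772, limma) and under none of the other settings tried.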

Our data indicate that 5 lncRNAs were consistent with the results of the RNA-seq experiment, including 3 upregulated lncRNAs: NONMMU052382.2 (*P* < 0.01), NONMMU077900.1 (*P* < 0.01), and NONMMU021401.2 (*P* < 0.01) and 2 downregulated lncRNAs: NONMMU033845.2 (*P* < 0.01) and NONMMU014226.2 (*P* < 0.01) (Figure 10(a)). In addition, 2 of 3 circRNAs were consistent with the results of the RNA-seq experiment, of which mmu_circ_0000943 (*P* < 0.01) was upregulated, and mmu_circ_0000377 (*P* < 0.01) was downregulated (^∗^*P* < 0.05, ^∗∗^*P* < 0.01; Figure 10(b)).

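circRNA_2205, which the files list as mmu_circ_0000943 of Glis3 on chromosome 19, rose from 0.252 ± 0.0978 to 0.434 ± 0.0109 RPM (SD, n = 2), a log2 fold change of 0.78 (adjusted p = 0.392, limma) from 17 and 30 against 41 and 40 junction reads. circRNA_0856, listed as mmu_circ_0000377 of Arhgap5 on chromosome 12 from 52516079 to 52519967, fell by 1.57 (standard error 0.23, adjusted p = 0.119, limma). It was called when the test was limited to circRNAs detected in all 4 samples (adjusted p = 1.61e-04, limma). circRNA_2454, listed as mmu_circ_0001047 of Phf21a, rose by 0.70 (adjusted p = 0.375, limma), from 23 and 20 to 29 and 45 junction reads.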

## 4. Discussion

The potential of C3H10T1/2 cells to differentiate into myocytes and cardiomyocytes using the small molecules 5-AZA that epigenetically regulate epigenetic gene expression patterns was evaluated in the present study. Morphologically, after 5-AZA treatment, fibroblast-like cells gradually enlarged to a myotubular-like structure. To enhance the efficiency, we used a method “cell ring” to pick up the cell clone of myotube-like cell masses. However, this method is more likely a very effective way to improve cell purity than cell quantity. We found that these myotube-like cells still have abilities to form myotube-like structure, indicating that these cells have relatively stable differentiation status and limited proliferation abilities. No beating cardiomyocytes were observed in all of our experimental groups. In addition, 5-AZA was found to be an effective chemical reagent to induce the differentiation of stem cells, as was proven by a change in the myogenic and cardiac-specific marker expression. The expression level of cardiac-specific and myogenic-specific markers including *GATA4*, *cTnT*, *MyoD*, and *Desmin* is significantly upregulated which is consistent with the data of the previous research. ICC results showed that myogenic and cardiogenic markers, *Desmin*, *GATA4*, *MyoD1*, and *TNNT2*, were significantly upregulated in the differentiated cells induced by 5-AZA than the untreated group of MSCs, suggesting that 5-AZA could promote the myogenic and cardiogenic differentiation of MSCs. Our data suggest that a stable in vitro myogenic and cardiac differentiation model can be established by 5-AZA. Moreover, we noticed that the expression level of *GATA4* increased more than 100 times (^∗∗^*P* < 0.01) after 5-AZA treatment. *GATA4* has been shown to control the differentiation and growth of many kinds of cells [18, 19]. In the process of myocardial cell differentiation, the quantity of GATA4 transfected bone marrow MSCs was higher than that of control cells, suggesting that GATA4 increased the differentiation potential of stem cells into myocardial cells. It has been shown that MSCs could be induced into cardiomyocyte-like cells by TGF-*β*1 or 5-AZA [20]. The low dose treatment of both TGF-*β*1 and 5-AZA could shorten the induction time to 2 weeks compared to that by using only 5-AZA. TGF-*β*1 induced a lower differentiation efficiency than 5-AZA in MSCs, while 5-AZA exhibited apparent toxicity phenomenon during cell induction processes. The detailed mechanisms underlying the myogenic and cardiac differentiation of MSCs need to be further explored.

Stem cell therapy is a potential way for heart disease [21, 22], one of the crucial causes of morbidity and mortality in the world [23]. However, insufficient quantity and quality of cardiomyocytes derived from stem cells have become one of the major problems to achieve an effective treatment. Research has shown that the differentiation of stem cells into cardiomyocytes is fundamentally dependent on complex cellular and molecular mechanisms [24, 25]. The classical view of gene regulation focuses on protein-coding genes. Recently, ncRNAs, including lncRNAs and circRNAs, have been identified for their potential roles as central regulators of cell-specific gene networks [26]. lncRNAs are widely defined as regulated noncoding transcripts over 200 nucleotides in length and have become important regulators of cellular function through a variety of functional roles. Recent findings suggest that multiple lncRNAs have been identified as regulators of cardiac pedigree specification and differentiation [27–29]. It mediates heart commitment epigenetics and plays important roles in the determination of stem cells into the heart [30]. However, a complete analysis of the expression of lncRNAs in the control of cardiac differentiation and function in stem cells has not been fully reported until now.

Basically, lncRNAs are expressed in a manner of highly dependent on cell type or tissue specificity ways [31], and they are less conserved at the sequence level than protein-coding RNAs [32]. The expression patterns of many lncRNAs show multiform pathophysiologic appearances in different tissue and condition. We therefore employed an integrated genomic approach to identify the differentially expressed lncRNAs, and circRNAs in 5-AZA induced cardiac and myogenic differentiation of a well-characterized cell line C3H10T1/2, which enabled us to identify ncRNAs of interest that may lay the foundation for further studies on myogenic and cardiac differentiation.

Through high-throughput techniques and bioinformatics analysis, we identified differentially expressed, known, and novel lncRNAs that may play a role in myogenic and cardiac differentiation. First, we have identified 2429 and 969 mRNAs up- and downregulated in undifferentiated and differentiated MSCs in this study. We further verified the experimental results of RNA-seq by qRT-PCR. The qRT-PCR results showed that among the 8 randomly selected lncRNAs and 3 circRNAs, 5 lncRNAs and 2 circRNAs were in line with the experimental results of RNA-seq, among which 3 lncRNAs were upregulated (NONMMU052382.2, NONMMU077900.1, and NONMMU021401.2), 2 were downregulated (NONMMU033845.2 and NONMMU014226.2), 1 circRNA was upregulated (mmu_circ_0000943), and 1 circRNA was downregulated (mmu_circ_0000377). The experimental results of the other 3 lncRNAs (NONMMUT026407.2, NONMMUT033845.2, and NONMMUT003617.2) and 1 circRNAs (mmu_circ_0001047) were not significant or did not conform to the experimental results of RNA-seq, which requires further experimental verification.

Enrichment analysis of GO and KEGG showed that the significantly upregulated genes are related to cardiac and muscle differentiation, metabolic process, developmental process, and catalytic activity. This suggested that different kinds of gene expression were caused by cardiogenic and myogenic differentiation. GO analysis showed that many gene expressions were involved in the upregulation of GO function, including heart growth, striated muscle cell development, regulation of the force of skeletal muscle contraction, striated muscle thin filament, Z disc, troponin complex, and muscle alpha-actinin binding. Furthermore, we also assume that focal adhesion, ECM-receptor interaction, PI3K-AKT signaling pathway, PPAR signaling pathway, and tyrosine metabolism might be involved in the processes.

The GSEA results further confirmed the identified pathways (such as muscle contraction (GO: 0006936), sarcomere organization (GO: 0045214), myofibril (GO: 0030016), and regulation of muscle contraction (GO: 0006937)). GSEA analysis showed that C3H10T1/2 showed obvious characteristics of myoblast differentiation after induction, and the results showed that the pathway was indeed related to muscle contraction. Those novel biological processes identified by GSEA help us better understand the molecular mechanisms by which lncRNAs regulate the presence of MSCs. Finally, on the basis of GO enrichment analysis, KEGG path analysis, and GSEA results, we found that there were obvious similarities between the different analysis results.

Meanwhile, differentially expressed lncRNAs in undifferentiated and differentiated stem cells were evaluated by RNA sequencing profiling. Moreover, 1175 and 363 lncRNAs were identified significantly up- and downregulated, respectively. 

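Of the lncRNAs called, 266 are listed in NONCODE and 8 were newly assembled. The tested set holds 23945 and 130 of these kinds, so that 1.11% of the listed and 6.15% of the newly assembled lncRNAs were called (2-sided Fisher's exact test, p = 1.25e-04).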

There are more known than novel lncRNAs among the differentially expressed lncRNAs, indicating that hundreds of lncRNAs were involved in the process of cardiac and muscle differentiation. These lncRNAs are widely distributed on all chromosomes, among which sense-overlapping and intergenomic lncRNAs account for the majority of lncRNAs. In addition, many lncRNAs are shorter, have lower expression levels, and are less conserved than the protein-coding transcripts [33]. 

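Each of the 19 autosomes and the X chromosome held lncRNAs called here, from 4 on chromosomes 18 and X to 25 on chromosome 10. The Y chromosome held 2 of its 4 lncRNAs tested, and the mitochondrial genome 0 of 7. At an unadjusted p-value below 0.05, 12 newly assembled sense-overlapping transcripts passed, against 1235 intergenic NONCODE transcripts and 973 without a class. NONCODE transcripts listed as sense without exon overlap numbered 126 there, and exonic ones 42.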

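In these samples, 5.08% of the lncRNAs and 23.3% of the mRNA transcripts reached a mean of 1 FPKM. Among those tested, the median of the mean values was 0.461 FPKM for lncRNAs and 0.995 FPKM for mRNAs, and the lncRNA median was lower in each of the 4 samples. The lncRNAs tested had a median length of 1549 bases, and 73.4% had a single exon. Lengths of mRNAs and conservation were not analysed here.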

Our results showed that many lncRNAs were significantly correlated with large amounts of mRNAs. Taking together, 1538 differentially expressed lncRNAs were found in this study during 5-AZA-stimulated differentiation for 21 days in C3H10T1/2 cells. Although more study is needed to prove the exact role and mechanism of lncRNAs in cardiomyogenic differentiation, lncRNAs seem to be an effective candidate for future myogenic and cardiomyogenic differentiation or heart diseases therapy.

In recent years, little research has been undertaken on the expression profiles of circRNAs in myogenic and cardiomyogenic differentiation of stem cells. A total of 46 differentially expressed circRNAs were identified, including 25 upregulated and 21 downregulated circRNAs in the present study. The subsequent functional analysis of these circRNAs will be helpful to understand the myogenic and cardiac differentiation of stem cells. Recently, it has been proposed that circRNAs can accommodate miRNA and found that it is rich in functional miRNA-binding sites [34]. Furthermore, GO and pathway analysis showed that these target mRNAs play an important role in biological regulation, catalytic activity, developmental processes, and metabolic processes, including cellular response to interferon-*β*, proteinaceous extracellular matrix, and cadherin combined response. In addition, the upregulation of the KEGG pathway targeting circRNA differentially expressed genes is mainly involved in focal adhesion and autophagy.

In summary, we have described the expression profiles of lncRNAs and circRNAs that may affect the myogenic and cardiomyogenic differentiation of mouse mesenchymal stem cells. Our findings may provide a theoretical basis for future studies on ncRNA regulation of myogenic and cardiac differentiation. This result provides a basis for further experimental study on the function and mechanism of lncRNAs and circRNAs in stem cell differentiation. It is necessary to conduct follow-up investigations to learn more information about the role of ncRNA in myogenic and cardiac differentiation. We speculate that differentially expressed ncRNAs, including lncRNAs and circRNAs, can represent new molecular targets for clinical treatment of muscle-related diseases.

## 5. Conclusions

To sum up, our study found significantly differential expression of ncRNAs in myogenic and myogenic differentiation of MSCs. The present study provided a systematic perspective on the expression of ncRNAs during myogenic and cardiomyogenic differentiation of MSCs. This work provides convincing evidence that the identified lncRNAs and circRNAs are potential biomarkers for stem cells to undergo myogenic and cardiac differentiation. However, further studies on the target verification and functional analysis of these lncRNAs and circRNAs can help provide conclusive evidence to explain the regulatory mechanism of lncRNAs and circRNAs in the differentiation process of mouse MSCs.

## Figures and Tables

**Figure 1:**
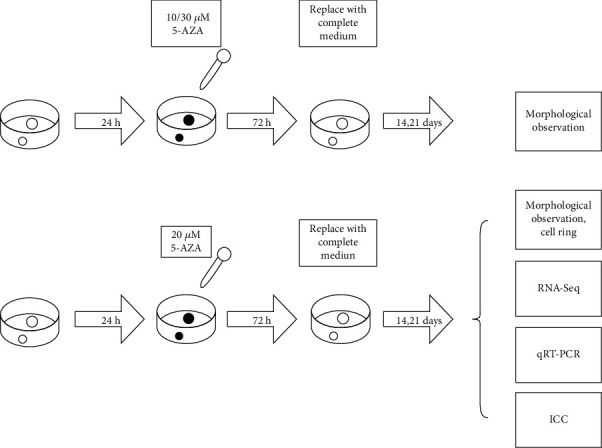
Reagent concentration and induction time point.

**Figure 2:**
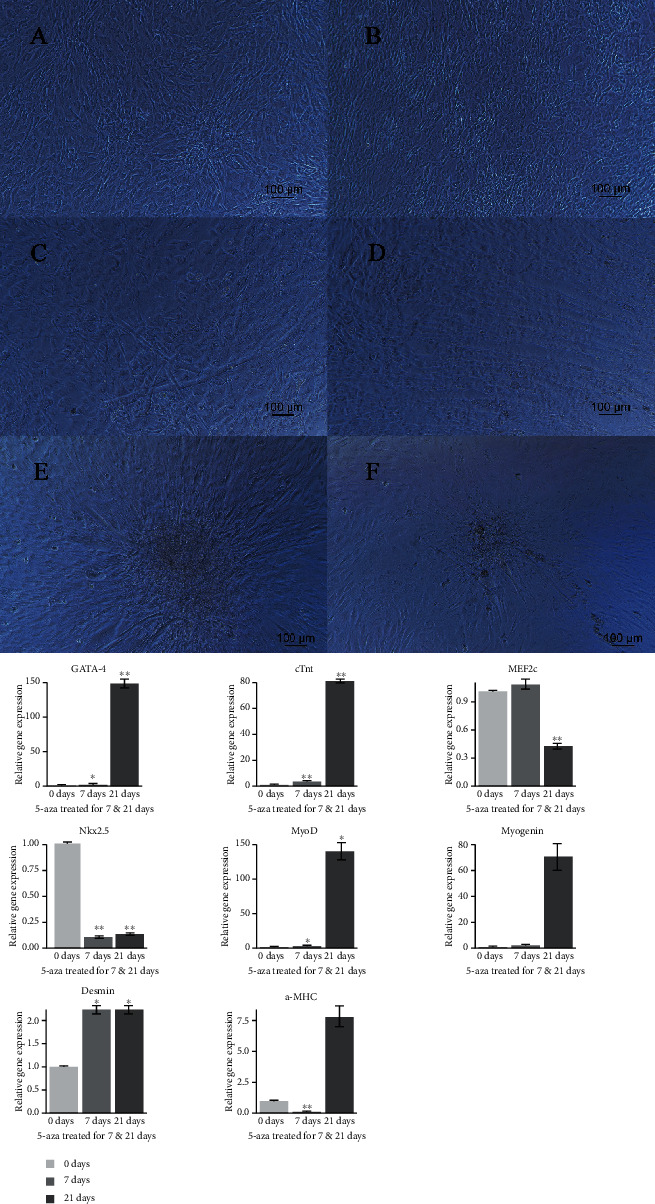
The morphology and characterization of mouse MSCs and the relative expression profile of cardiomyogenic and myogenic marker genes. Up: 5-azacytidine induces C3H10T1/2 cells into differentiated myocytes. (a) C3H10T1/2 cells. (b) C3H10T1/2 cells were treated with 20 *μ*M 5-azacytidine for 7 days, and cells were displayed in the same direction. (c and d) Myotube-like structure appeared after 5-azacytidine treating, then cells were changed into growth media and cultured for the next 21 days. (e and f) Differentiated myocytes were picked with cell ring and cultured for additional two weeks. Myocyte-like cells could be subcloned and had abilities to form myotube-like structure. Down: the relative expression profile of cardiomyogenic and myogenic marker genes: *GATA-4*, *cTnt*, *MEF2C*, *NKX-2.5*, *MyoD*, *Myogenin*, *Desmin*, and *α-MHC* were determined using real-time PCR at 0, 7, and 21 days after 5-azacytidine treatment (^∗^*P* < 0.05, ^∗∗^*P* < 0.01).

**Figure 3:**
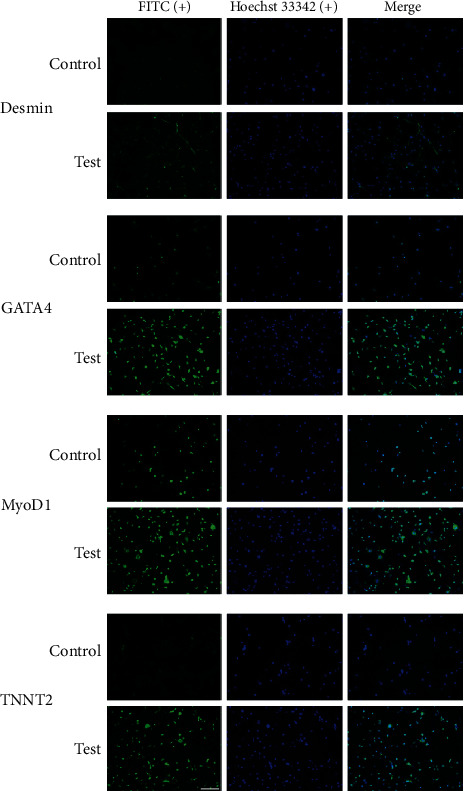
Markers related to myoblasts and cardiomyocyte differentiation were detected by ICC. 5-AZA induces a significant promotion of myogenicity and cardiomyocyte differentiation in MSCs. MSCs are fixed on petri dishes. Then, the sample was sealed and stained with antibodies against *Desmin*, *GATA4*, *MyoD1*, and *TNNT2*. The nuclei were then stained with Hoechst 33342. The positive proportion of staining was different in different groups (scale = 200 *μ*m).

**Figure 4:**
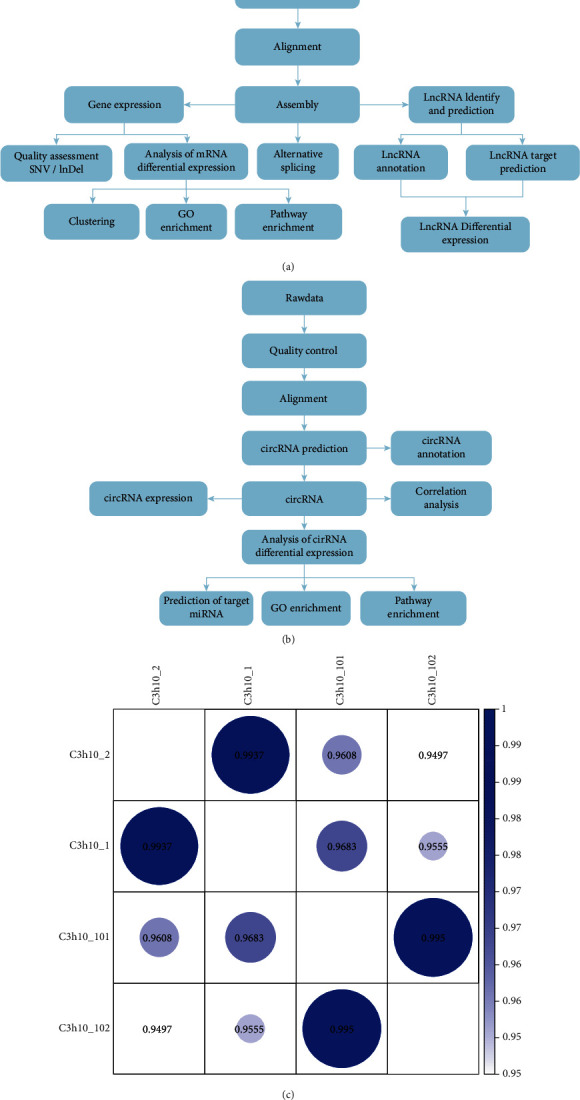
An overview of the genome-wide analysis of mRNA-lncRNA-circRNA study design and correlation coefficient analysis of two biological repeats for 5-AZA-treated and untreated cells. (a and b) An overview of the genome-wide analysis of mRNA-lncRNA-circRNA study design. (c) Correction between the two biological repeats for each sample (C3h10_1 VS C3h10_2: correlation index = 1; C3h10_101 VS C3h10_102: correlation index = 0.995).

**Figure 5:**
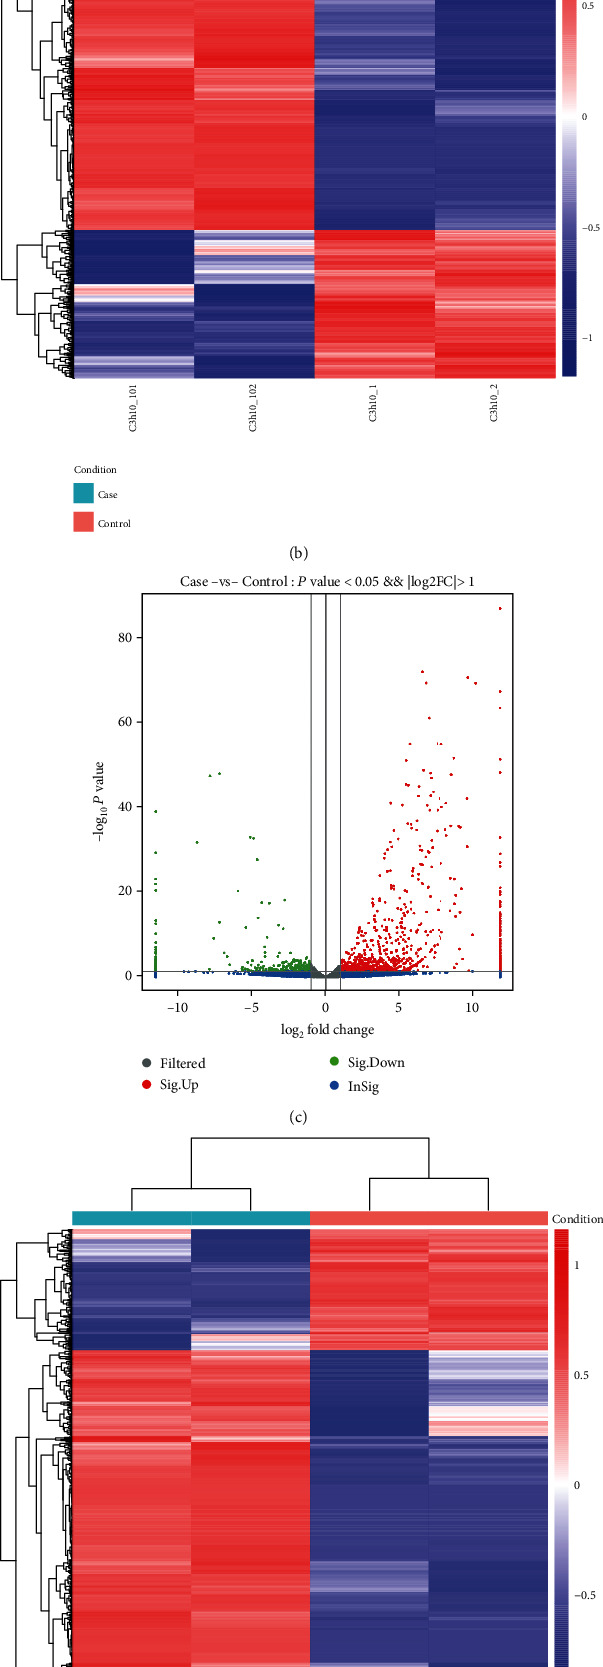
Differential expression profiles of mRNA-lncRNAs between undifferentiated and differentiated MSCs. (a) The volcano figure of the differentially expressed mRNAs between 5-AZA-treated and untreated cells, respectively (C3h10_1 and C3h10_2: control; C3h10_101 and C3h10_102: case). (b) Differential gene expression profiling was identified by hierarchical clustering analysis, indicating that undifferentiated and differentiated stem cells exhibited dramatically differentially expressed gene profile (C3h10_1 and C3h10_2: control; C3h10_101 and C3h10_102: case). (c) The volcano figure of the differentially expressed lncRNAs between 5-AZA-treated and untreated cells, respectively (C3h10_1 and C3h10_2: control; C3h10_101 and C3h10_102: case). (d) Differential lncRNA profiling was identified by hierarchical clustering analysis, indicating that undifferentiated and differentiated stem cells exhibited a dramatically lncRNA expression profile (C3h10_1 and C3h10_2: control; C3h10_101 and C3h10_102: case). (e) Statistics of lncRNA types showed that there are (i) 240 intergenic lncRNAs (u), (ii) 197 intronic lncRNAs (i), (iii) 105 anti-sense lncRNAs (x), (iv) 365 sense-overlapping lncRNA intergenic (o).

**Figure 6:**
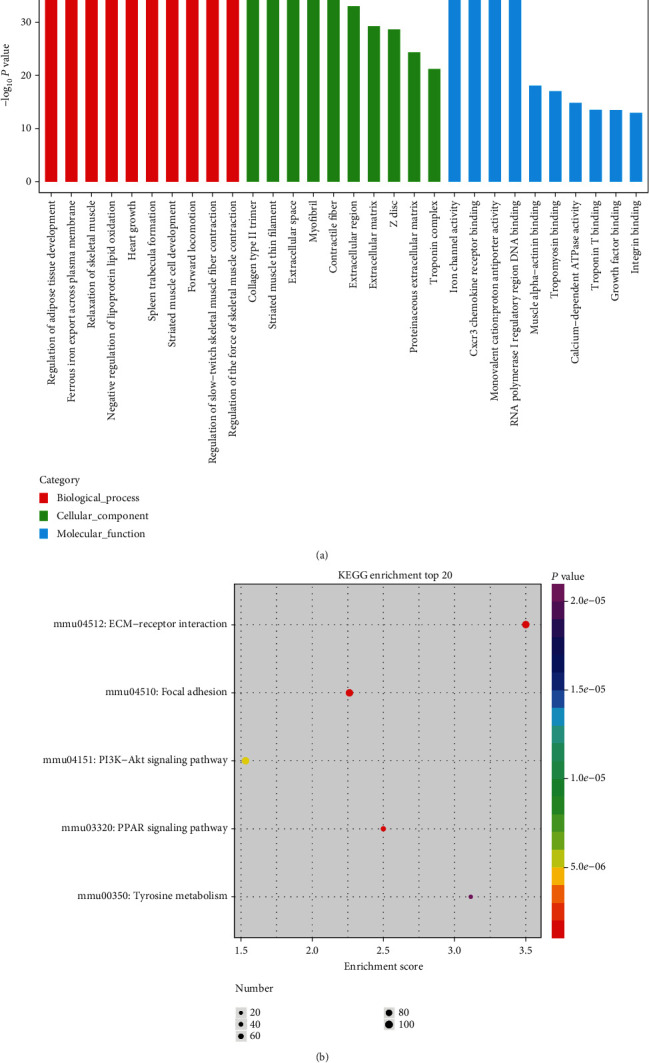
Differential mRNA functional annotation and pathway analysis between undifferentiated and differentiated MSCs. (a) GO analysis. (b) KEGG analysis.

**Figure 7:**
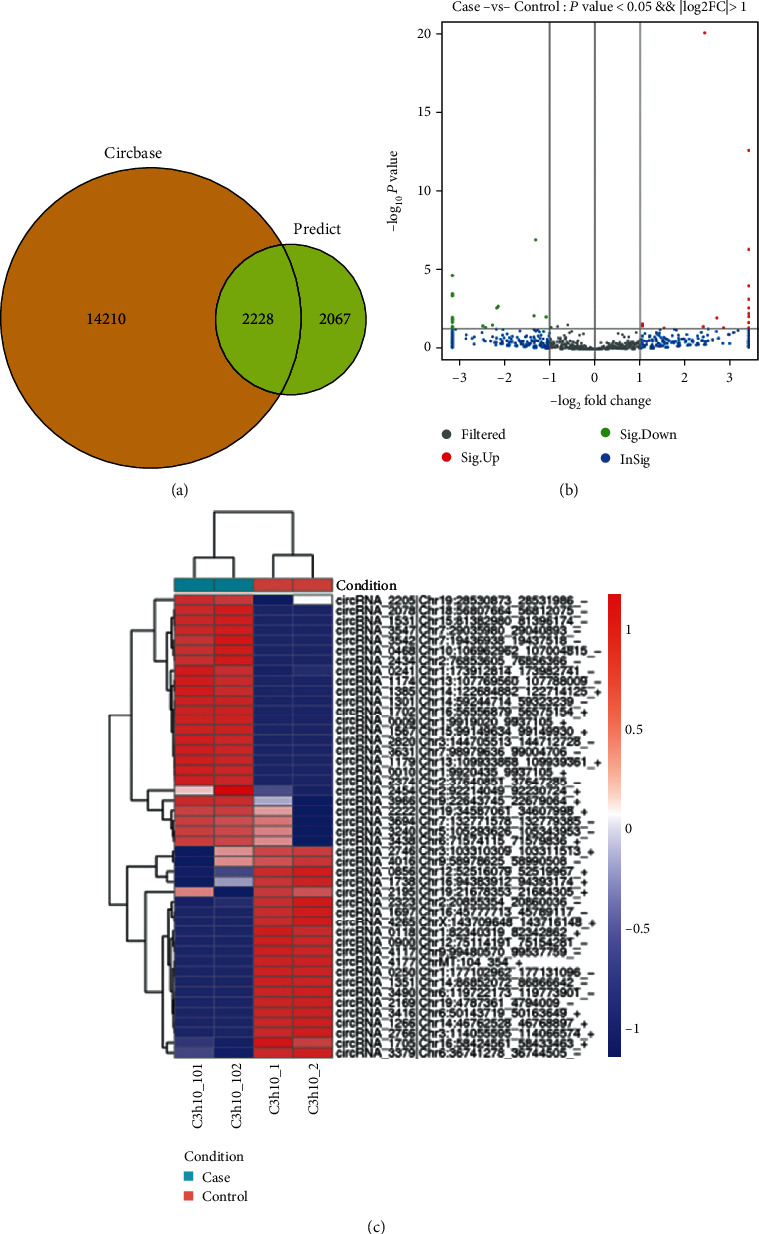
Differential expression of circRNAs between undifferentiated and differentiated MSCs (C3h10_1 and C3h10_2: control; C3h10_101 and C3h10_102: case). (a) Venn diagram showing the number of expression patterns of circRNAs. (b) Volcano plots of circRNAs. Volcano plots were constructed by fold-change and *P* values. The vertical lines correspond to *P* values, and the horizontal lines represent log2 (fold change) up- and downregulation between control versus case samples. The red (up) and green (down) points show the significantly differentially expressed circRNAs. (c) Hierarchical clustering of circRNAs. Hierarchical clustering analysis of circRNAs that was differentially expressed between control versus case samples (fold change > 2; ^∗^*P* < 0.05).

**Figure 8:**
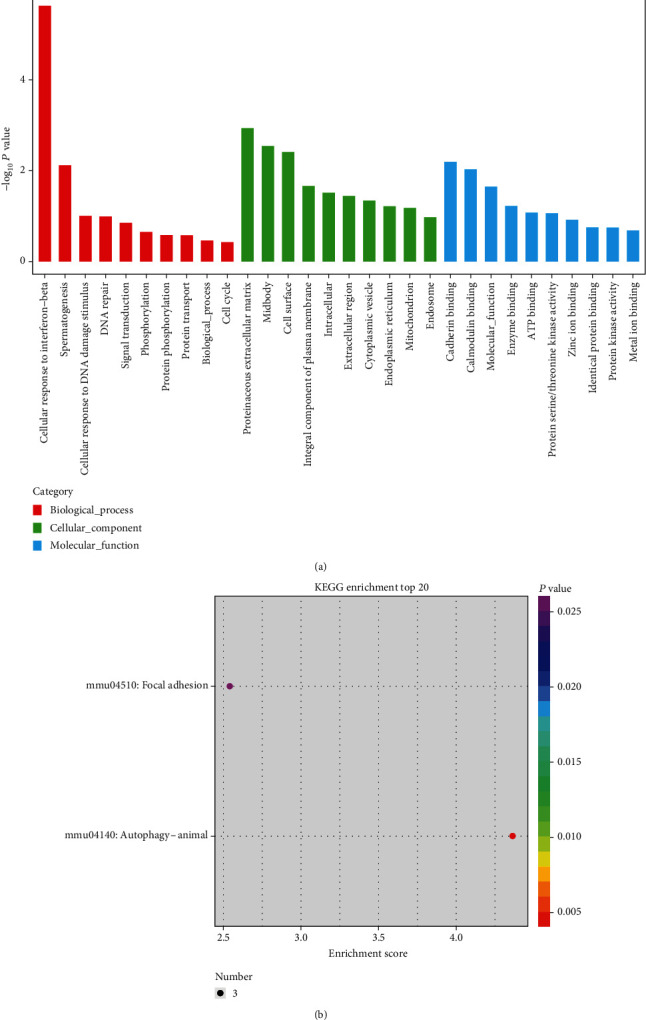
Differential cirRNA functional annotation and pathway analysis between undifferentiated and differentiated MSCs. (a) GO analysis. (b) KEGG analysis.

**Figure 9:**
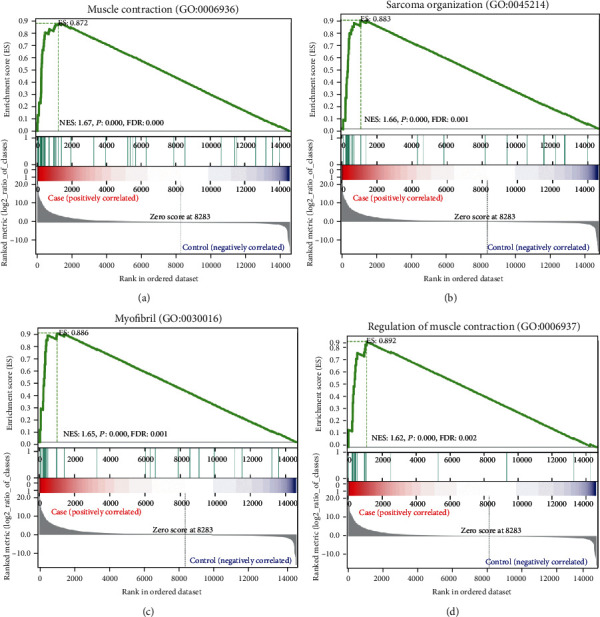
Four GO enrichment graphs of GSEA results. (a) Muscle contraction (*P* = 0.00, FDR = 0.00); (b) sarcomere organization (*P* = 0.00, FDR = 0.0007); (c) myofibril (*P* = 0.00, FDR = 0.0005); (d) regulation of muscle contraction (*P* = 0.00, FDR = 0.0023).

**Figure 10:**
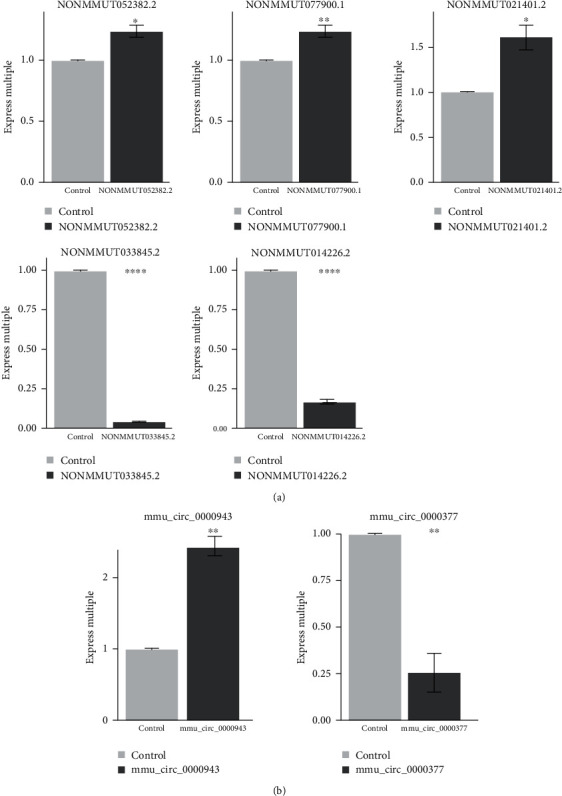
qRT-PCR validation results of selected lncRNAs and circRNAs. (a) Expression levels of the 5 selected lncRNAs verified by qPCR. (b) The expression levels of the 2 selected circRNAs verified by qPCR.

**Table 1:** Primers used in this study.

Gene	Primer (5′ →3′)
GATA-4	Forward: TCT CAC TAT GGG CAC AGC AG Reverse: CGA GCA GGA ATT TGA AGA GG

CTNT	Forward: CAG AGG AGG CCA ACG TAG AAG Reverse: CTC CAT CGG GGA TCT TGG GT

*α*-MHC	Forward: CCA CTG TGG TGC CTC GTT C Reverse: GCG TCC GTC ATT CTG TCA CTC

MYOD	Forward: GGG TTC CCT GTT CTG TGT CGC TT Reverse: CGC TCC AAC TGC TCT GAT GGC AT

MYOGENIN	Forward: AGT GAA TGC AAC TCC CAC AG Reverse: ACG ATG GAC GTA AGG GAG TG

DESMIN	Forward: GTG AAG ATG GCC TTG GAT GT Reverse: GTA GCC TCG CTG ACA ACC TC

GAPDH	Forward: ACC ACA GTC CAT GCC ATC AC Reverse: TCC ACC ACC CTG TTG CTG TA

**Table 2:** Primers used in this study.

Gene	Primer (5′ →3′)	Up_down
GAPDH_mouse	Forward: TGATGGGTGTGAACCACGAG Reverse: GGTCATGAGCCCTTCCACAA	

NONMMUT013708.2	Forward: TGTCCTGAGCCATGGGTAGA Reverse: GGAGCAGCTATGAGCACAGT	Up

NONMMUT052382.2	Forward: ATAACCCTACCCCTAGCCCC Reverse: TGGGATGAAGTCCTACAGTCCT	Up

NONMMUT026407.2	Forward: ATGGGTGGTTATGCGTGTGT Reverse: CATAGCGTTCTCGTCCACCA	Up

NONMMUT077900.1	Forward: CTGCAATGGAAAGGCTCTGC Reverse: TTTCCCAGAGCAACCCTGAC	Up

NONMMUT021401.2	Forward: GCTCTCTTGCTTCTCGCTCT Reverse: GCCAGGAAGAACACCACAGA	Up

NONMMUT033845.2	Forward: TGAAGGTTGGACCCGTGAAG Reverse: TCTCACCTCGAGCACCAAAC	Down

NONMMUT014226.2	Forward: GTGGCCGGCTTGTATGACAT Reverse: TGCATTTCACAACGCCTGTT	Down

NONMMUT003617.2	Forward: TGTCCTTGTCACCATCCTGC Reverse: TGCCTTCCACACGCTATTGT	Down

circRNA_0856 (mmu_circ_0000377)	Forward: TGCAATCACATCTGACCAGGA Reverse: CCCTCATTGCCAAAGAAAGGTC	Down

circRNA_2205 (mmu_circ_0000943)	Forward: AGAGTCTCTGGTGTCCACGA Reverse: GGGAACTGTGGCTGGATGAA	Up

circRNA_2454 (mmu_circ_0001047)	Forward: TGGTTGCCCAAATGAAGCAG Reverse: GCTCCTTCAGCTCTCCAGTC	Up

**Table 3:** The significant enriched GO pathways from GSEA results (^∗∗^*P* < 0.01, FDR < 0.25).

Term_ranked	Term	ES	NES	*P* value	FDR	Geneset_size	Matched_size
1	Muscle contraction (GO: 0006936)	0.872	1.669	0	0	51	46
2	Sarcomere organization (GO: 0045214)	0.883	1.658	0	0.001	39	33
3	Myofibril (GO: 0030016)	0.886	1.654	0	0.001	41	31
4	Oogenesis (GO: 0048477)	0.879	1.632	0	0.002	38	27
5	Regulation of muscle contraction (GO: 0006937)	0.892	1.623	0	0.002	22	20
6	Z disc (GO: 0030018)	0.79	1.594	0	0.007	122	98
7	Condensed nuclear chromosome (GO: 0000794)	0.827	1.583	0	0.012	43	38
8	Striated muscle thin filament (GO: 0005865)	0.904	1.577	0	0.014	21	16
9	Myosin complex (GO: 0016459)	0.818	1.573	0	0.015	47	37
10	A band (GO:0031672)	0.879	1.564	0	0.022	22	18
11	M band (GO: 0031430)	0.882	1.562	0.001	0.022	24	17
12	Synaptonemal complex (GO: 0000795)	0.859	1.541	0	0.045	29	22
13	Structural constituent of cytoskeleton (GO: 0005200)	0.779	1.535	0	0.05	71	59
14	I band (GO: 0031674)	0.869	1.535	0	0.052	23	20
15	Striated muscle contraction (GO: 0006941)	0.881	1.526	0.001	0.064	23	16
16	Cardiac muscle tissue morphogenesis (GO: 0055008)	0.863	1.51	0.006	0.103	18	16
17	Structural constituent of muscle (GO: 0008307)	0.845	1.507	0.001	0.109	28	22
18	Microtubule-based process (GO: 0007017)	0.798	1.505	0.004	0.107	35	31
19	Skeletal muscle fiber development (GO: 0048741)	0.831	1.503	0.002	0.106	27	22
20	Cardiac muscle contraction (GO: 0060048)	0.797	1.501	0	0.111	50	40

## Data Availability

The data set generated and/or analyzed in the current research process is included in the article and can be obtained from the corresponding author under reasonable request. The RNA-Seq analysis data have been deposited in the GEO public database repository (accession number GSE168981).

How the deposited data were processed for this re-analysis (not part of the article)

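RNA from 2 untreated C3H10T1/2 samples and 2 samples treated with 5-AZA was analysed, and both groups entered every fit. The authors removed ribosomal RNA, prepared stranded libraries, trimmed the reads with Trimmomatic, aligned them and assembled transcripts. The text names no aligner, quantifier, circRNA predictor or genome build, so coordinates are given as the authors list them. For mRNAs and lncRNAs the authors deposited FPKM values per transcript, with the lengths and numbers of exons of lncRNAs, and for circRNAs they deposited RPM values with the lengths of each circRNA. The paper names the DESeq package of the authors for differential expression. The GO and KEGG terms, classes and circBase identifiers are those the authors list beside the values, and no column of sample values was left unused.

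FPKM sums per sample were 343955 and 334568 for mRNAs in the untreated replicates and 328410 and 361664 in the 5-AZA replicates. For lncRNAs they were 147311, 150156, 169514 and 223173. Of the mRNA transcripts 9674, and of the lncRNAs 67240, were listed at 0 in all 4 samples. Many other values were below 1e-10, which carries no measurable level. The RPM of 1 read was 0.0108 in untreated replicate 1 and 0.0106 in 5-AZA replicate 102, and 100% of the RPM values were whole multiples of that step.

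Log2 values with a pseudocount of 0.1 FPKM were fitted with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3, on features with a mean of at least 0.1 FPKM. For circRNAs the pseudocount was the smallest value above 0, 0.0213 RPM, and circRNAs detected in at least 2 samples were tested. mRNAs, lncRNAs and circRNAs were adjusted separately by Benjamini and Hochberg's approach. Transcripts of a gene were summed before the log for values per gene, for camera and fry and for preranked GSEA with fgsea 1.28.0, which ranked genes by the log2 ratio of group means. Enrichment of GO and KEGG terms used a one-sided Fisher's exact test over terms with at least 5 background genes. Tables were read with data.table 1.17.8. With 2 samples against 2, no permutation of the samples can reach a p-value below 0.05, and the number of samples limits every result.

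Features named in the text follow a fixed rule. They are every gene, lncRNA and circRNA that the paper names or shows in its heat map of circRNAs, and the 3 higher and the 3 lower features of each kind with the largest change among those called. For these, both values of one group had to lie beyond both values of the other, with at least 1 FPKM in the higher group, and fewer identifiers without a gene name are printed. Genes named from the gene lists and enriched terms are examples chosen after their values were seen, as are NONMMUT020725.2 and the genes of the marker lists. The 8 gene lists covered skeletal muscle, cardiac, adipocyte, chondrocyte, osteoblast, germline, interferon response and proliferation genes. No gene was in more than 1 of them. Marker lists of immune cells and testis cells were written before their values were seen, and those of the DNA methylation machinery and of imprinted genes afterwards.

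Other pseudocounts, limits on low values, scalings and adjustments, eBayes without trend, other set tests and the omission of each sample in turn were tried as alternatives. lncRNA and mRNA coexpression was not analysed, since 4 samples are too few for correlations across samples. The qPCR and staining experiments were not analysed here. A further result on circRNA host genes is not reported here.

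The tests were tried on simulated data over 20 draws, with 200 changed features in each. With log2 changes of 2 and 4, the fit recovered 25.4% of the changed mRNAs, and 5.57% of its calls were false. For lncRNAs at these sizes it recovered 0.05%, 7 of its 9 calls were false, and 13 draws gave no call. Because so few were recovered and the first version of this trial stopped at its limit on false calls, changes of 4 and 8 were added afterwards and that limit was dropped. At these sizes 51.6% of the mRNAs and 38.3% of the lncRNAs were recovered, and 4.88% and 4.37% of the calls were false. Rises were found more often than falls, since a fall stops at the pseudocount: with changes of 4 and 8, 60.0% and 96.2% of the rises of mRNAs were recovered and 21.6% and 28.6% of the falls. For 8-fold changes of circRNAs, limma recovered 33.7% and the exact binomial test 67.4%, and 26.2% and 7.54% of their calls were false, both above the level the adjustment aims at. These reads were drawn as Poisson counts around a fixed mean, with no further spread between replicates. The binomial test assumes this, so its values are best cases and do not show how it performs on real replicates. camera found the changed gene set in all 20 draws and fry in 8 of 20, with 0 and 3 of 1980 unchanged sets called. The simulated genes varied independently, so these draws do not test false calls of camera where genes are correlated. For Fisher's exact test the list of called genes was set by hand. That it found the set in all 20 draws, with 0 unchanged sets called, therefore checks only the computation. A feature that is not called has therefore not been shown to be unchanged.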

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

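The tests of time in culture and of a rise of every lineage were chosen only after the result was seen. The lists below changed between the untreated and the 5-AZA samples. For related sets, the paper names the response to interferon-beta among terms of circRNA host genes, and oogenesis and synaptonemal complex in Table 3. Their calls come from limma on values per gene.

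The interferon response list had a median log2 fold change of 3.94 over 17 genes, of which 16 were called higher, both over all genes tested and adjusted over the list alone. Ifit1 rose from 1.89 to 63.2 FPKM and Isg15 from 1.71 to 55.0 FPKM, and 7 of the list's genes were at 1 FPKM or more in untreated cells. The authors' scaling of the samples is argued against, since the median was 3.37 after quantile normalization. Immune cells in the cultures are argued against as well. The median of 10 genes abundant in such cells was 0.122 FPKM in the 5-AZA samples, and Ptprc, Adgre1 and Tyrobp were listed at 0 or below 0.1 FPKM in every sample. Fcer1g is an exception, with 9.57 and 10.9 FPKM, and Cd68 rose from 1.31 to 2.98 FPKM. Time in culture and the drug cannot be told apart, because 0 untreated samples are listed with the culture time of the 5-AZA samples. An interferon response to the treatment may be a biological explanation, and it stays untested.

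The germline list had a median log2 fold change of 4.02 over 13 genes, and 12 were called higher, with the same count adjusted over the list alone. None of its 18 genes reached 1 FPKM in untreated cells and 8 did after 5-AZA. Dazl was listed at 0 in both untreated samples and at 5.48 and 5.74 FPKM in the 5-AZA samples. After quantile normalization the median was 3.11, which argues against the scaling. The median of 10 abundant testis genes was 0 FPKM in the 5-AZA samples, which argues against testis cells, and the exception Tnp2 had about the same level in both groups, 3.46 and 4.05 FPKM. The culture time leaves open whether the drug is the cause, since 0 untreated samples share it. A candidate explanation is that germline genes silenced by methylation were switched on by 5-AZA, and methylation was not measured here.

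The adipocyte list had a median log2 fold change of 4.87 over 14 genes, with 12 called higher by either adjustment. Fabp4 rose from 16.3 to 1041 FPKM and Adipoq from 3.78 to 105 FPKM, while Pparg rose by 0.92 on the log2 scale. Of its 15 genes, 7 were at 1 FPKM or more in untreated cells. The median after quantile normalization was 4.73, so the scaling is argued against. A rise of every mesenchymal lineage alike is argued against by the chondrocyte list, with a median of -0.86. Time in culture remains open here too (0 untreated samples with that time), so the rise could come from either. Adipocyte-like cells among the treated cells are a hypothesis that these bulk values do not test.

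The chondrocyte list, with 14 genes tested, was lower with a median log2 fold change of -0.86. It held 6 genes called lower and 2 called higher (8 adjusted over the list alone). Col2a1 fell by 3.52 on the log2 scale, from 62.3 to 5.48 FPKM (adjusted p = 7.35e-06, limma), and Sox9 fell by 1.26, while Comp rose by 1.59 and Matn3 by 1.64. The median was -0.47 without 5-AZA replicate 101 and -1.22 without 5-AZA replicate 102. The decrease passed with camera (adjusted p = 0.00115) but not with fry (adjusted p = 0.258). Quantile normalization gave -1.21, which argues against the scaling as the cause, and the culture time cannot be told apart from the drug (0 untreated samples with that time). Of its 16 genes, 10 were at 1 FPKM or more in untreated cells.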

How the results depend on the processing

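The settings of summed transcripts, of the exact binomial test and limma's voom for circRNAs, of the host genes of all 46 circRNAs and of those higher at an unadjusted p-value, and of other scalings for gene sets were chosen after seeing the data. The listed edgeR and DESeq2 tests on circRNA reads were not run, and voom and the exact binomial test were used on the reads recovered from RPM. The cause was not tested for any change named here unless a reason is given.

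The number of mRNAs called stayed between 570 and 871 with either other pseudocount, a limit of 1 FPKM, either other scaling and eBayes without trend. Of the 838 calls, 715 were shared with a pseudocount of 1 FPKM, 568 with 0.01 FPKM, 719 with a limit of 1 FPKM, 794 with centring on each sample's median, 779 with quantile normalization and 443 without trend. Those called lower numbered 60 with a pseudocount of 0.01 FPKM, 51 without trend and 164 with centring, against 93. Centring moved the median log2 fold change of the mRNAs tested from 0.03 to -0.11, and that of the lncRNAs from -0.23 to -0.06. Without the limit on low values, 0 mRNAs and 0 lncRNAs were called (0 higher and 0 lower of each). At an unadjusted p-value this setting had 2877 higher and 914 lower mRNAs, and 1074 higher and 1117 lower lncRNAs. With no adjustment and the limit kept, 3899 mRNAs passed, 2876 higher and 1023 lower, because fewer are then excluded. Summed transcripts gave 1898 genes, 1724 higher and 174 lower.

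The number of lncRNAs called ranged from 183 to 311 across the same settings. Of the 274 calls, 186 were shared with a pseudocount of 1 FPKM and 271 with each other scaling. Those called lower numbered 22 with a pseudocount of 1 FPKM, 17 with 0.01 FPKM and 24 without trend, against 37. At an unadjusted p-value 2509 passed, 1186 higher and 1323 lower, while centring had 1410 higher and 883 lower there and quantile normalization 1343 and 1022. Newly assembled lncRNAs among the calls numbered 8, and 5 with a limit of 1 FPKM, 24 at an unadjusted p-value and 0 without a limit, where no lncRNA was called.

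For circRNAs, 0 passed in the test as set out and with a pseudocount 10 times as large (3 higher and 2 lower at an unadjusted p-value), and also with voom. Every circRNA detected in any sample gave 3 calls (2 higher and 1 lower), and those detected in all 4 samples gave 8 (1 higher and 7 lower), where fewer were tested. The unadjusted p-value gave 231 (89 higher and 142 lower) and the exact binomial test 241 (78 higher and 163 lower).

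The r of untreated samples was 0.977 on log2(FPKM + 1) and 0.954 on log2(FPKM + 0.1), against 0.994. For 5-AZA samples it was 0.975 and 0.949, against 0.995. On features with a mean of at least 0.1 FPKM they were 0.994 and 0.995.

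With an estimated correlation, 0 of the 20 sets of Table 3 and 0 of the 8 lists passed camera, against 16 and 7. With fry, 19 and 6 passed. Some medians reversed. With centring, oogenesis had -0.0373, condensed nuclear chromosome -0.0858 and microtubule-based process -0.104. With quantile normalization these had -0.0964, -0.117 and -0.0772, structural constituent of cytoskeleton had -0.0313 and synaptonemal complex -0.0035. With each sample left out in turn, condensed nuclear chromosome ranged from -0.0614 (without untreated replicate 2) to 0.109 and microtubule-based process from -0.0887 (without 5-AZA replicate 102) to 0.126, and was also below 0 without untreated replicate 2 (-0.0097). The log2 fold change of Gata4 ranged from -0.0843 (without 5-AZA replicate 102) to 0.506, against 0.21, and that of Suz12 from -0.171 to 0.0079 (without untreated replicate 2), against -0.0814. Neither gene was called.

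Of 229 values of named features over the other pseudocounts, centring and left-out samples, 220 were the same, 4 lost their call, 3 moved and 2 reversed. Of the 4 named lncRNAs called, NONMMUT052382.2 also lost its call with quantile normalization, it and NONMMUT026407.2 without trend, and all 4 without the limit on low values. Of 168 set medians, 99 were the same, 58 moved by more than the spread and 11 reversed. Of 104 set tests, 72 were the same, 25 no longer passed and 7 newly passed. Of 35 enriched terms, 32 were the same and 3 newly passed.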

Differences from the paper's values

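No cause was tested for the differences in this part, and no test in it was chosen only after the result was seen apart from those named as such. The paper reports 3398 differentially expressed mRNAs, 2429 higher and 969 lower, against 838, 745 and 93 here. Of the alternatives set before the data were examined, the unadjusted p-value gave 3899, 2876 and 1023, each within 1.5 times the paper's count, and the others did not. That lower count depended on the scaling, with 1407 after centring and 1496 after quantile normalization. Summed transcripts, chosen after seeing the values, gave 1724 genes higher, also within 1.5 times, but 1898 in all and 174 lower.

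For lncRNAs the paper reports 1538, with 1175 higher and 363 lower, against 274, 237 and 37 here. At an unadjusted p-value the higher ones numbered 1186, within 1.5 times. No alternative set before the data were examined closed the gap for the total or the lower ones, which numbered 2509 and 1323 at an unadjusted p-value.

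For circRNAs the paper reports 46, with 25 higher and 21 lower, and 0, 0 and 0 were called here. No alternative that was run came within 1.5 times of these counts. The paper used a negative binomial test of the DESeq package, and the listed edgeR and DESeq2 tests of that kind were not run here. The counts here therefore do not tell whether such a test would return the paper's 46. At an unadjusted p-value there were 231 (89 higher and 142 lower), and 38 of the paper's 46 were among them. The 8 called among circRNAs detected in all 4 samples include 6 of the paper's 46. In the exact binomial test, chosen after seeing the data, all 46 had an adjusted p-value below 0.05 and 44 of them were also over 2-fold.

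The paper states that the mRNA of Gata4 rose after 5-AZA in qPCR. In RNA-seq the log2 fold change of Gata4 was 0.21 (adjusted p = 0.584, limma, on summed transcripts), and -0.0843 without 5-AZA replicate 102. For Mef2c, Myogenin and α-MHC the paper states a lower or an unchanged level. Here Mef2c rose by 1.28 (adjusted p = 1.93e-04, limma), Myog by 7.77 (adjusted p = 3.13e-07, limma) and Myh6 by 2.16 (adjusted p = 0.00389, limma). With a pseudocount of 1 FPKM Myh6 rose by 0.43, below the 2-fold limit.

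The paper lists NONMMUT013708.2 as higher in RNA-seq, and here it was not called under any setting. NONMMUT033845.2, NONMMUT014226.2 and NONMMUT003617.2, which the paper lists as lower, were lower here and passed at an unadjusted p-value. Of the 3 circRNAs tested by qPCR, circRNA_0856 was called with the circRNAs detected in any sample and with those detected in all 4 samples. circRNA_2205 and circRNA_2454 had adjusted p-values of 0.0264 and 0.0340 in the exact binomial test, chosen after seeing the data, with changes below 2-fold.

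The paper names tyrosine metabolism, focal adhesion, PI3K-Akt signaling and ECM-receptor interaction among the pathways of higher mRNAs, and none of these 4 passed here. Tyrosine metabolism passed with genes called at an unadjusted p-value, and with ECM-receptor interaction it passed with summed transcripts, chosen after seeing the data. Focal adhesion and PI3K-Akt signaling passed under no setting, with adjusted p-values from 0.0687 to 0.892 and from 0.680 to 1. Of the 20 sets that the paper gives in Table 3, oogenesis, condensed nuclear chromosome, structural constituent of cytoskeleton and microtubule-based process did not pass with camera. The first 3 passed with fry and with preranked GSEA at an adjusted p-value below 0.05, and all 4 had an adjusted p below the paper's limit of 0.25 in preranked GSEA. Of the terms that the paper names for circRNA host genes, 0 passed after adjustment. Interferon-beta response had too few genes for the adjustment. Its exact p (one-sided Fisher's exact test) ran from 6.68e-05 to 0.0451 over the 3 settings, 2 of them chosen after seeing the data. The paper named this term from these same data, so these values are no independent support. With the host genes of all 46 circRNAs, chosen after seeing the data, proteinaceous extracellular matrix had an unadjusted exact p of 0.00523 and cadherin binding of 0.0245.

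The paper states that lncRNAs with a change lay on all chromosomes and that most were sense-overlapping or intergenic. Here each autosome and the X and Y chromosomes held calls. The mitochondrial genome held 0 calls from 7 lncRNAs tested, too few to count against the statement. Transcripts listed as intergenic in NONCODE or newly assembled numbered 127 and 4 of the 274. Newly assembled sense-overlapping ones numbered 4, and NONCODE ones listed as sense without exon overlap 15 and as exonic 5. Intergenic was thus the largest class given. With 101 calls without a class, the share of sense-overlapping ones cannot be told.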

Other observations

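Tests of mature cardiomyocytes, sequencing depth, circRNA host genes, the lncRNA correlation, Gata4, the scaling behind the share of higher mRNAs, abundant lncRNAs and noise at low expression were chosen only after the result was seen.

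The genes that the paper measured by qPCR have RNA-seq values at 21 days after 5-AZA. Tnnt2 rose from 0.502 ± 0.165 to 35.7 ± 10.4 FPKM (SD, n = 2, adjusted p = 1.43e-06, limma) and Des from 0.248 ± 0.122 to 24.1 ± 8.51 FPKM (adjusted p = 3.27e-06, limma). Myod1 was listed at 0 in both untreated samples and at 0.512 and 1.23 FPKM in the 5-AZA samples, and with a pseudocount of 1 FPKM it rose by 0.875, below the 2-fold limit. Nkx2-5 was listed at 0 and 0.0975 FPKM in the untreated and 0.0419 and 0 FPKM in the 5-AZA samples, too low to be tested. Gapdh, a reference gene in qPCR, rose by 0.45 on the log2 scale (adjusted p = 0.0332, limma). Suz12 changed by -0.0814, or 0.0079 without untreated replicate 2, and Ezh2 fell by 0.69 (adjusted p = 0.0125, limma). Tgfb1 was below 1 FPKM in all samples.

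Gata4, with its transcripts summed, had 2.13 and 2.17 FPKM in the untreated samples and 2.02 and 3.09 FPKM in the 5-AZA samples. Exchanged libraries are argued against, because the lowest 5-AZA value of Myog was 327 times its highest untreated value. Whether the RNA for qPCR came from the same cultures was not tested.

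Of the cardiac genes, Myl4, Tnni3 and Myh7 rose by at least 1 FPKM. Mature cardiomyocytes as their source are argued against, because the median of the other cardiac genes was 0.00673 FPKM in the 5-AZA samples. A hypothesis is that these 3 genes rose with the skeletal muscle genes, and Gene Ontology terms of skeletal muscle are listed for 2 of them, so they may not mark cardiac cells.

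The osteoblast list had a median log2 fold change of 1.71 over 8 genes, with 5 called higher (6 adjusted over the list alone). It passed with fry (adjusted p = 0.00176) but not with camera (adjusted p = 0.0605). Of the 4 marker lists, the DNA methylation machinery had 7 genes tested and 1 called, Tet1, which fell by 1.04 (adjusted p = 0.00523, limma), while Dnmt1 changed by 0.00. Of 11 imprinted genes tested, 6 were called higher, among them Mest, from 1.68 to 62.5 FPKM, and Igf2, from 1.10 to 26.1 FPKM. Igf2r fell by 0.57 and Grb10 by 0.49. No explanation was tested for these.

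Junction reads of circRNAs numbered 26670 in the untreated and 21353 in the 5-AZA samples, a ratio of 0.801. The 4 pairs of samples across the groups had ratios from 0.780 to 0.821, and the pairs within the groups 1.01 and 0.958. A difference in depth is argued against by the ratio of total reads, 1.00. A few abundant circRNAs are argued against by a ratio of 0.802 without the 10 most abundant. Lower expression of the host genes may contribute. The ratio was 1.04 for circRNAs whose host gene did not fall (1.01 to 1.07 over the 4 pairs). It was 0.698 for those whose host gene fell (0.657 to 0.740). The host genes that fell numbered 1258, far more than the 174 genes called lower, so small falls were counted. Over 896 host genes the median log2 fold change was only -0.08. This split therefore cannot tell whether host genes account for the ratio of 0.801. Turnover of circRNAs and cell division were not tested.

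The r of the lncRNA values in the 5-AZA pair, 0.559, lay far below that of the untreated pair. Without NONMMUT020725.2 it was 0.964, so this transcript may account for the difference. It held 22.4% of the lncRNA FPKM sum of 5-AZA replicate 102. Why it was high in that sample was not tested.

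More mRNAs and lncRNAs were called higher than lower. The lncRNAs past an unadjusted p-value went the other way, with 1186 higher and 1323 lower, as did the circRNAs (0 called, 89 higher and 142 lower before adjustment). For mRNAs, 88.9% of the calls were higher, and 83.8% after quantile normalization, which argues against the scaling as the whole cause. Falls from a low level are harder to detect, and in simulated data with as many rises as falls 75.7% of the recovered mRNAs and 89.8% of the recovered lncRNAs were rises, so this limit likely contributes to the share. Whether it is the whole cause cannot be told from abundant features. They were picked by their mean over all 4 samples, so a large rise from near 0 counts as abundant. Among mRNAs with a mean of at least 10 FPKM, 79.8% of the calls were higher (182 against 46), and among such lncRNAs 95.7% (89 against 4). In the simulation the share among abundant features was 50.4% for mRNAs and 44.8% for lncRNAs. There, abundant rises and falls were planted in similar numbers (267 and 266 mRNAs, 53 and 70 lncRNAs). These shares are therefore no matching value for the data.

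Between the groups, 237 genes went from below 0.1 FPKM in both untreated samples to above 1 FPKM in both 5-AZA samples, and 1, Gpr149, went the other way. Noise at low expression is argued against, since at most 8 genes passed these limits between the samples of a group. After quantile normalization 119 genes switched on and 4 off, which argues against the scaling as the whole cause of the difference, although the count fell. Of the 237 genes, 22 are in the gene lists, 7 of them skeletal muscle and 7 germline genes. A candidate explanation is removal of methylation from silent genes, and time in culture was not separated from the treatment.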
